# Elevated stress response marks deeply quiescent reserve cells of gastric chief cells

**DOI:** 10.1038/s42003-023-05550-2

**Published:** 2023-11-20

**Authors:** Daisuke Shiokawa, Hiroaki Sakai, Miho Koizumi, Yoshie Okimoto, Yutaro Mori, Yusuke Kanda, Hirokazu Ohata, Hiroaki Honda, Koji Okamoto

**Keywords:** Gastrointestinal models, Cell-cycle exit

## Abstract

Gastrointestinal tract organs harbor reserve cells, which are endowed with cellular plasticity and regenerate functional units in response to tissue damage. However, whether the reserve cells in gastrointestinal tract exist as long-term quiescent cells remain incompletely understood. In the present study, we systematically examine H2b-GFP label-retaining cells and identify a long-term slow-cycling population in the gastric corpus but not in other gastrointestinal organs. The label-retaining cells, which reside near the basal layers of the corpus, comprise a subpopulation of chief cells. The identified quiescent cells exhibit induction of Atf4 and its target genes including *Atf3*, a marker of paligenosis, and activation of the unfolded protein response, but do not show elevated expression of *Troy*, *Lgr5*, or *Mist*. External damage to the gastric mucosa induced by indomethacin treatment triggers proliferation of the quiescent Atf4^+^ population, indicating that the gastric corpus harbors a specific cell population that is primed to facilitate stomach regeneration.

## Abstract (web summary)

Systematic examination of H2b-GFP label retaining cells in mouse digestive organ uncovered a slow-cycling subpopulation of gastric chief cells that uniquely express markers of paligenosis and are ready to undergo proliferation after external damage.

## Introduction

Hierarchically organized tissues such as hematopoietic tissues, skeletal muscle, neuronal tissues, and hair follicles harbor quiescent cells as a source for regeneration of damaged tissues if incumbent stem cells are damaged or lost due to external insults^1,2^. The quiescent reserved cells in these organs, which often exhibit stem cell-like characteristics, maintain resident stem cell populations and organ homeostasis.

The gastrointestinal tract, which constantly faces direct environmental exposure, is also equipped with reserve cells to repair its damage. The process of regeneration after injury has been extensively studied in the small intestine of the lower gastrointestinal tract. In the absemce of damage, *Lgr5*^*+*^ actively-cycling stem cells, which are present at the bottoms of intestinal crypts, differentiate into all lineages in the crypt structure. In response to severe tissue damage, slow-cycling cells that are located at the +4 position are converted into fast-cycling *Lgr5*^*+*^ stem cells^3^. These observations suggest that +4 cells serve as cellular reservoirs of stem cells^4–6^. Alternatively, the conversion of the +4 cells into stem cells could be interpreted as dedifferentiation of progenitor cells^7,8^.

In the upper gastrointestinal tract, tissue regeneration after injury has been mainly studied in the stomach. The stomach is divided into several anatomically distinct regions, including the antrum and corpus^9^. The gastric units in the antrum and corpus both have an isthmus region that is the source of bidirectional proliferation of stem cells^9^. As is the intestine, *Lgr5*^*+*^ cells reside at both the gland base and +4 position in the antrum, and the expression of *Lgr5* or *Aqp5* in the gland base marks cycling stem cell populations.

Notably, in the corpus region, chief cells are an additional source of reserve cells. Chief cells are slow cycling and function as a reserve for regeneration of the gastric unit after severe damage^10,11^. Of note, lineage tracing assays have indicated that several chief cell-expressed genes, including *Lgr5*, *Troy*, *Mist1*, *Gpr30*, *GIF*, and *p57*, behave as markers of damage-responsive reserve cells^12–17^. Although these reports have demonstrated the plasticity of chief cells, the molecular basis of this phenomenon remains unclear.

Interestingly, during the regeneration, chief cells can undergo dramatic reprogramming resulting in a type of metaplasia known as spasmolytic polypeptide–expressing metaplasia (SPEM)^10,17–20^. This metaplastic response is called paligenosis^21^, and has recently attracted attention as it was proposed that gastric cancer arises from the resulting metaplasia^20^. The dynamic process of paligenosis involves several stages, and transient inhibition of mTORC1 and activation of the autophagic/lysosomal response are followed by induction of metaplastic genes, including *Atf3*^22^ or *Sox9*^23^.

In this paper, we systematically searched for slow-cycling reserve cells in the epithelia of digestive organs. Previously, H2B-GFP label-retaining assays have been successfully applied to identify quiescent cells in diverse organs^24–29^. Therefore, to evaluate the presence of quiescent reserve cells in the gastrointestinal tract, we performed a label-retaining assay after temporary H2b-GFP expression. Remarkably, we detected GFP^+^ epithelial cells for >2 months after labeling in the gastric corpus but not in other digestive tract organs. Expression analyses demonstrated that the GFP^+^ subpopulation of chief cells specifically expressed Atf4. Furthermore, these GFP^+^ cells started proliferation after tissue damage, indicating that the identified quiescent cells share phenotypic similarity with cells undergoing paligenosis upon tissue damage.

## Results

### Gastric epithelia specifically harbor label-retaining long-term quiescent cells

To investigate the presence of long-term quiescent cells in the gastrointestinal tract, we performed long-term labeling with an inducible chimeric mouse histone 2B-green fluorescent protein (H2b-GFP). To do this, H2b-GFP regulated by a tetracycline operator (TRE3G) was knocked in at the *Rosa26* locus together with a third-generation tetracycline-inducible transactivator (Tet-on 3 G)^30^ to generate Rosa26^iH2b-GFP^ mice (Fig. 1a and Supplementary Fig. 1a). In Rosa26^iH2b-GFP^ mice, the fusion protein was widely induced in the gastrointestinal epithelia after oral *ad libitum* administration of doxycycline. Rosa26^iH2b-GFP^ mice were subjected to H2b-GFP pulse-labeling for 4 weeks, which was followed by chase periods in the absence of doxycycline (1–9 weeks). Subsequently, the gastrointestinal tracts of the labeled mice were examined by immunostaining and flow cytometry (Fig. 1b and Supplementary Fig. 1b).

**Fig. 1:**
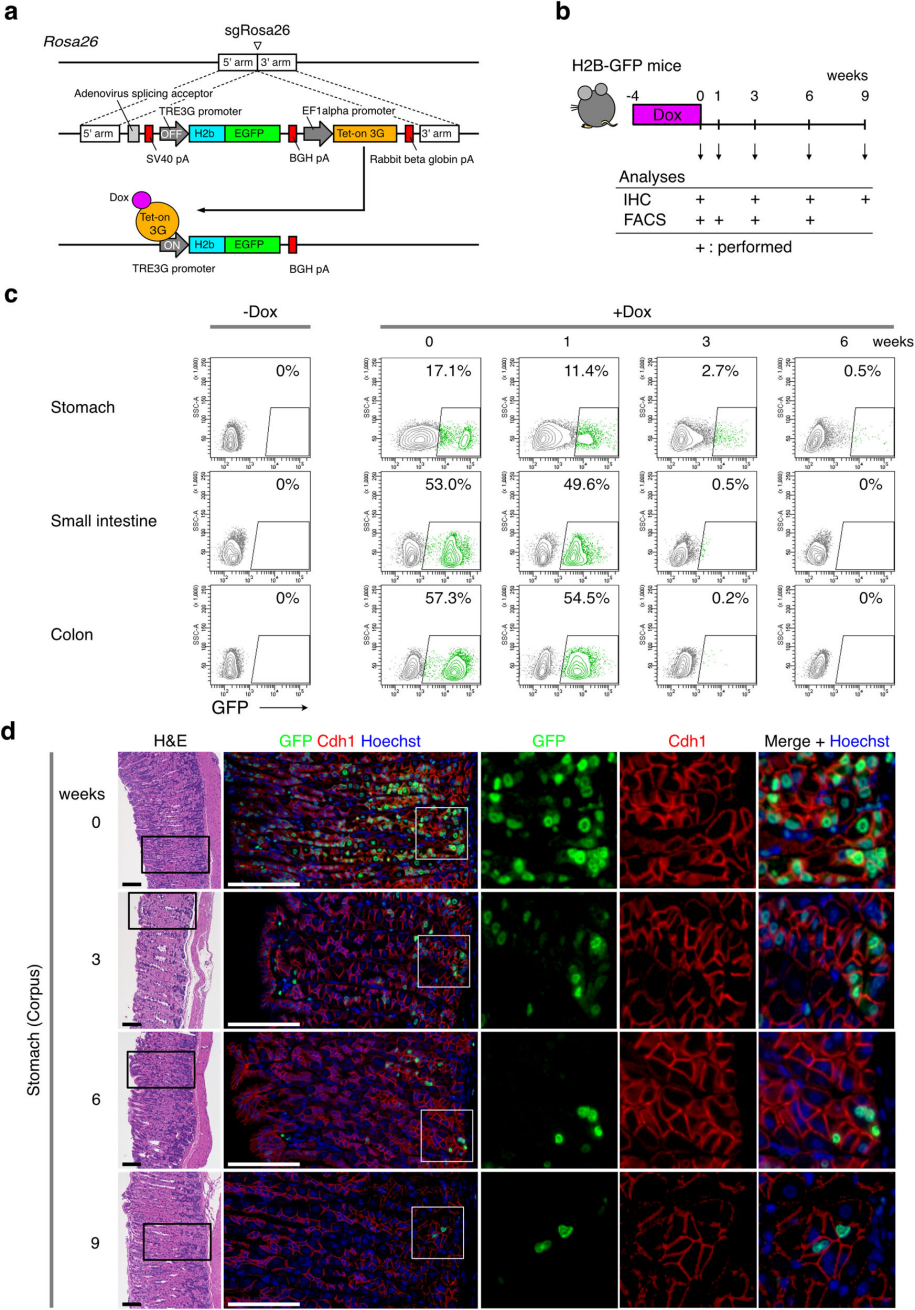
Stomach epithelia specifically harbor label-retaining long-term quiescent cells. **a** Genomic structure of the *Rosa26* loci after insertion of the inducible H2b-GFP and Tet-on 3 G cassettes. Constitutively expressed Tet-on 3 G activates the TRE3G promoter to express the H2b-GFP gene in a doxycycline (Dox)-dependent manner. The cassette was chemically synthesized with flanking 5’ and 3’ sequences and inserted in the *Rosa26* locus by sgRNA-guided homologous recombination. The open arrowhead indicates the sgRNA targeting site. **b** Experimental scheme for time course analysis of the H2b-GFP-labeled cells in the digestive tissues. Four-week-old mice were treated with doxycycline for 4 weeks and examined at the indicated time points by immunohistochemistry and/or FACS. **c** Flow cytometry analysis of the GFP^+^ cells in epithelia of the indicated digestive tissues. **d** Hematoxylin and eosin (H&E) (upper panel) and immunostaining (lower panel) of the H2b-GFP^+^ cells in the gastric corpus. Black boxes indicate the regions shown in immunostaining. Magnified images of white boxes are shown at bottom column. Scale bar, 100 µm.

Flow cytometric analyses of the stomach, small intestine, and colon indicated that Epcam^+^ epithelial cells in these organs were pulse-labeled with H2b-GFP with varying frequencies (stomach: 17.1%, small intestine: 53.0%, colon: 57.3%) (Fig. 1c, 0 weeks after doxycycline treatment). In the small intestine and colon, cell proliferation caused rapid loss of GFP signals in the GFP^+^ population, and GFP^+^ cells were nearly undetectable within 3 weeks. In contrast, in the stomach, 2.9% of GFP^+^ cells (0.5% out of the initially labeled population (17.1%)) retained detectable GFP signals after 6 weeks (Fig. 1c).

To validate the unique retention of pulse-labeled H2b-GFP in the stomach epithelial subpopulation, we examined retained H2b-GFP expression in multiple gastrointestinal organs using immunostaining. Remarkably, GFP^+^ cells were detected in the lower area of the gastric corpus even 9 weeks after the start of the chase periods (Fig. 1d). The GFP-labeled cells were E-Cadherin (Cdh1)-positive, indicating that these cells were of epithelial origin (Fig. 1d). In contrast, GFP-labeled cells were almost undetectable after 3 weeks in other gastrointestinal organs including the esophagus, forestomach, antrum, jejunum, and colon (Supplementary Fig. 1c), indicating that the presence of long-term quiescent cells in the stomach was unique among organs of the gastrointestinal tract.

### Deeply quiescent cells in the stomach are localized in the gastric corpus

To identify the cell-types associated with the GFP^+^ label-retaining corpus epithelial cells, we performed single-cell RNA-seq analyses of FACS-sorted Epcam^+^ cells and Epcam-positive GFP^+^ cells (GFP^+^ cells) (Supplementary Fig. 1b). 

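In mice with doxycycline-inducible H2b-GFP, cells were labeled for 4 weeks and chased for 6 weeks. Stomach cells were then sorted as Epcam+ cells or as Epcam-positive GFP+ cells. The paper takes the GFP+ cells as those that had kept the label, which was not tested here. Each sort gave 2 libraries of droplet-based 3′ single-cell RNA-seq, named here Epcam+ 1, Epcam+ 2, GFP+ 1 and GFP+ 2. The methods state that sorted cells from 2 mice were combined and loaded, and no source used here shows that the replicates of a sort came from separate animals. Each p therefore measures only the spread between these libraries, which may be technical. The authors counted unique molecular identifiers (UMIs) with Cell Ranger 3.0.2 on the mm10 genome and removed cells with more than 15% mitochondrial counts, more than 8000 or fewer than 1500 genes, or any Ptprc or Pecam1 count. The values analysed were these raw UMI counts of 17712 genes in 4449 cells, together with the authors' cluster of each cell. Epcam+ 1 held 1642 cells at a median of 35067 UMIs per cell and Epcam+ 2 held 1896 cells at 31735. GFP+ 1 held 467 cells at a median of 45119 UMIs per cell and GFP+ 2 held 444 cells at 104840. For each comparison, UMIs were summed per library and cluster, normalized by TMM and tested with edgeR's quasi-likelihood test, which is two-sided, with Benjamini-Hochberg adjustment over the genes tested. Libraries and not cells were the replicates, so an exact permutation test of 2 libraries against 2 cannot give a p under 0.333. Gene positions are those of GENCODE vM21 on GRCm38, the build called mm10, while the authors counted reads on another annotation release of that build.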

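Of the 3538 Epcam+ cells, 937 belonged to cluster 0, 815 to cluster 2 and 494 to cluster 1 in the authors' deposited annotation. Clusters 3, 4 and 5 held 463, 366 and 176 Epcam+ cells. The remaining clusters were smaller, with 146 cells in cluster 6, 59 in cluster 7, 51 in cluster 8 and 31 in cluster 9. When the cells of all 4 libraries were clustered again with 20 principal components, 10 clusters were obtained at a resolution of 0.4. All 896 cells of cluster 1, the Epcam+ and GFP+ cells counted together, then stood in 1 rebuilt cluster. In contrast, 66.5% of the cells of cluster 5 joined the rebuilt cluster that held 98.5% of cluster 0. Scrublet called 74 cells doublets, 1.66% of all cells, with 34 in Epcam+ 1, 23 in Epcam+ 2, 11 in GFP+ 1 and 6 in GFP+ 2. Of these, 37 lay in cluster 5, 13.3% of its 278 cells, and 9 in cluster 7, 10.2% of its 88 cells. In cluster 1 they were 4 of 896 cells and in cluster 0 they were 2 of 1121.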

Based upon gene expression profiles, the Epcam^+^ cells were stratified into 10 subpopulations (Fig. 2a). When we combined the GFP^+^ cells with the Epcam^+^ cells (mixed at a ratio of ~4.5 to 1; hereafter called GFP-mixed cells), we could stratify the mixture into the same 10 subpopulations (Fig. 2a), which allowed us to evaluate the cell types of the GFP^+^ cells in the following studies.

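The GFP+ libraries added 911 cells, which made 3.88 Epcam+ cells for each GFP+ cell. Cluster 1 took 402 GFP+ cells, cluster 0 took 184 and cluster 5 took 102. Clusters 6, 2, 7, 3 and 4 held 78, 69, 29, 27 and 19 GFP+ cells. Cluster 9 held 1 GFP+ cell. No GFP+ cell stood in cluster 8, and 0 of 911 cells allows a share of up to 0.329% when counting error alone is considered, while 1.40% of the cells of Epcam+ 1 and 1.48% of those of Epcam+ 2 stood there.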

**Fig. 2:**
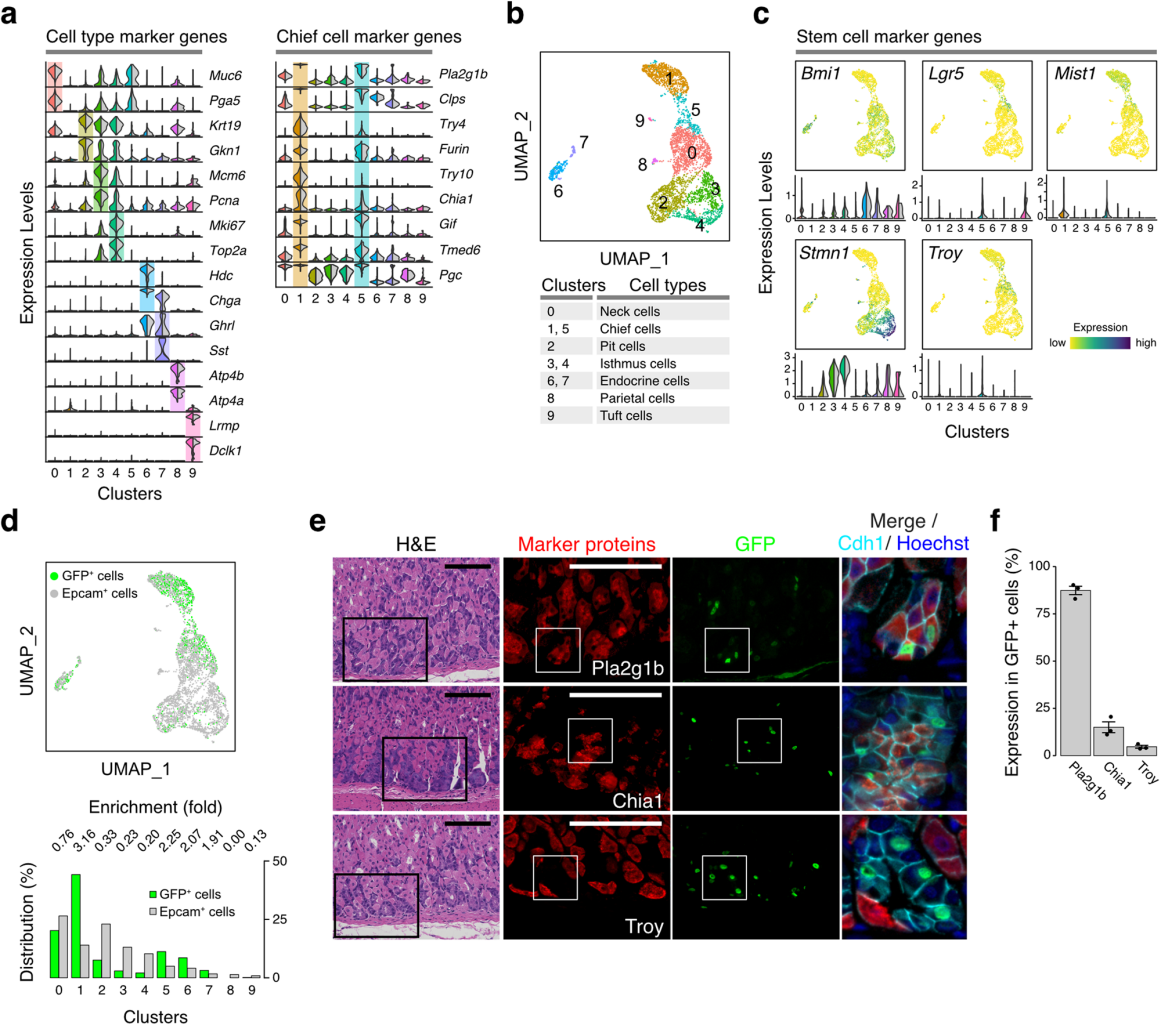
Long-term quiescent cells in the stomach are localized to the gastric corpus. **a** Expression profiles of cell type marker genes of the stomach in each cluster (clusters 0-9). 6 weeks after the pulse-chase, stomach epithelial cells (Epcam^+^ cells) were subjected to FACS-sorting to isolate GFP^+^ cells. A mixture of Epcam^+^ cells and GFP^+^ cells was used to perform single-cell RNA-seq and classified into ten subpopulations. Gene expression profiles of the markers in each subpopulation are shown in the split violin plots (left: a mixture of Epcam^+^ cells and GFP^+^ cells, right: Epcam^+^ cells). The cellular identity of each cluster was determined based upon expression of Chief cell markers (right panel) and other cell-type specific markers (left panel). **b** Two-dimensional projection of each subpopulation with UMAP (upper panel). The cell type of each subpopulation shown in (a) is summarized (lower panel). **c** Expression levels of stem cell marker genes in the stomach epithelial cells shown in UMAP Feature plots (upper panels) and split violin plots (lower panels). (left: a mixture of Epcam^+^ cells and GFP^+^ cells, right: Epcam^+^ cells). **d** A UMAP projection of the GFP^+^ cells (green) and Epcam^+^ cells (gray). The relative distributions of GFP^+^ cells and Epcam^+^ cells are shown in lower panel. The relative ratio of GFP^+^ cell numbers and Epcam^+^ cell numbers in each cluster are represented as fold enrichment values. **e** H&E and immunostaining of the H2b-GFP^+^ cells in the stomach corpus following a 6-week chase period. Black boxes in the H&E images indicate the regions corresponding to the immunostainings (Marker proteins and GFP). Scale bar, 100 µm. Areas used for merged images (far right panels) are shown as white squares. **f** Quantification of a fraction of GFP^+^ cells in cells that express the indicated cell-type markers. The quantified values are presented as the mean ± SD. n = 3 biologically independent experiments.

The cellular identity of each subpopulation was determined based upon the expression of representative cell type markers and cell cycle markers (Fig. 2a–c and Supplementary Fig. 2a)^31–35^. 

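Neck cells (cluster 0) had the mucin Muc6 at 5835 ± 2005 CPM (SD, n = 4 libraries), against 5.95 ± 4.34 CPM in cluster 1. The pepsinogen gene Pga5 was at 2502 ± 833 CPM in neck cells and at 3.72 ± 2.3 CPM in cluster 1. Pit cells (cluster 2) had Krt19 at 2368 ± 689 CPM, against 157 ± 52.2 CPM in neck cells. Gkn1 was at 35420 ± 12372 CPM in pit cells and at 42.8 ± 29.2 CPM in neck cells. Muc5ac, at 2930 ± 302 CPM in pit cells, was also found in cluster 3 of the isthmus at 1717 ± 320 CPM (n = 2 libraries). Of the endocrine clusters, cluster 6 had Chga at 39590 ± 2203 CPM and Hdc at 2883 ± 318 CPM, while cluster 7 (n = 3 libraries) had Chga at 7164 ± 2694 CPM and Hdc at 347 ± 185 CPM. Ghrl was at 48060 ± 17984 CPM in cluster 6 and at 67681 ± 29206 CPM in cluster 7. Parietal cells (cluster 8, n = 2 libraries) had Atp4a at 3521 ± 782 CPM, against 9.13 ± 4.39 CPM in neck cells. These values are CPM, the summed UMIs of a gene relative to the total of the library and cluster with no further scaling, in libraries with at least 20 cells of the cluster. Such genes took part in making the clusters, so their levels describe the clusters and are not independent of them.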

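Mki67 (chromosome 7, 135689784 to 135716361) was at 573 ± 23.5 CPM in cluster 4 and at 119 ± 14.7 CPM in cluster 3 (SD, n = 2 Epcam+ libraries), against 23.8 ± 11.8 CPM in the pit cells of cluster 2 (n = 4). Top2a (chromosome 11, 98992943 to 99024189) was at 505 ± 13.9 CPM in cluster 4 and at 134 ± 0.30 CPM in cluster 3, and at 3.22 ± 1.02 CPM in pit cells. Pcna (chromosome 2, 132249162 to 132253314) and Mcm6 (chromosome 1, 128331590 to 128359664), which act in DNA replication, were higher in cluster 3 than in cluster 4. Pcna was at 362 ± 16.4 CPM in cluster 3 and at 159 ± 19.95 CPM in cluster 4, and Mcm6 at 209.9 ± 1.98 CPM and at 73.3 ± 4.03 CPM. Against the other clusters together, with the library as a block, Mki67 was higher in clusters 3 and 4 by a log2 difference of 6.13 (adjusted p = 2.6e-19 from edgeR). The log2 differences of Top2a, Mcm6 and Pcna were 6.64, 3.33 and 2.45 (adjusted p = 6.2e-24, 8.6e-20 and 6.6e-22 from the same test, over 13154 genes). Only the Epcam+ libraries held at least 20 cells of these clusters, and the genes took part in making the clusters.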

Isthmus subpopulations (clusters 3 and 4) were identified by elevated expression of *Mki67* and cell cycle markers (*Pcna*, *Mcm6*, and *Top2a*) (Fig. 2a, left panel and Supplementary Fig. 2a). Unique expression of cell cycle markers indicated that isthmus cells were the only actively proliferating subpopulations. 

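Nearly all cells of cluster 4 and most of cluster 3 had a UMI of Mki67 or Top2a once each cell was thinned to 16880 UMIs. In cluster 4 the share was 98.4% in Epcam+ 1 and 98.8% in Epcam+ 2, and in cluster 3 it was 69.6% and 66.5%. The few GFP+ cells of these clusters gave a like picture, with a share of 64.7% of cluster 3 in GFP+ 1 and 66.7% in GFP+ 2. Whether these GFP+ cells had kept the label or came into the sort in another way was not tested. Pit cells followed with 31.5% in Epcam+ 1 and 27.5% in Epcam+ 2, at 39898 and 34869 UMIs per cell before thinning (medians), beside 42646.5 and 37125 in cluster 3. Neck cells had a share of 11.4% in Epcam+ 1 and of 12.3% in Epcam+ 2. Cluster 1 chief cells had the lowest of these shares, with 1.53% of 196 cells in Epcam+ 1, 1.03% of 290 cells in Epcam+ 2 and 0.784% of 255 cells in GFP+ 2. In GFP+ 1, 0 of 139 cluster 1 cells had such a UMI, which allows a share of up to 2.16% by counting error alone. The mean over libraries in cluster 1 was 1.28% (SD 0.35) for Epcam+ cells and 0.39% (SD 0.55) for GFP+ cells, a difference of a few cells. Without thinning these means were 7.16% and 3.95%, at medians of 104488 to 167767 UMIs per cluster 1 cell. Clps, Pla2g1b and Pgc held 81.7% to 82.6% of the cluster 1 UMIs in the libraries. A thinned cluster 1 cell thus keeps few UMIs of other genes, so the thinned shares do not rank cluster 1 on equal terms. Free RNA can give single UMIs to cells that do not express a gene, so the shares in cluster 1 count cells with a UMI and not dividing cells.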

The chief cell subpopulations (clusters 1 and 5) were marked by the expression of *Pla2g1b*, *Clps*, *Furin*, *Chia1*, *Gif*, and *Tmed6*^31^ (Fig. 2a, right panel and Supplementary Fig. 2a). 

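The secreted phospholipase gene Pla2g1b (chromosome 5, 115466262 to 115474722) and the colipase gene Clps (chromosome 17, 28558149 to 28560766) made up most of the RNA of cluster 1. Pla2g1b was at 261781 ± 4915 CPM in cluster 1 and 145243 ± 14430 CPM in cluster 5, against 8892 ± 2525 CPM in neck cells (SD, n = 4 libraries). Clps was at 365946 ± 11043 CPM in cluster 1 and 240937 ± 15604 CPM in cluster 5, against 9588 ± 3874 CPM in neck cells. Together with Pgc, these genes held 81.7% to 82.6% of all cluster 1 UMIs in the 4 libraries. Chia1 (chromosome 3, 106113229 to 106132120) was at 15562 ± 3383 CPM in cluster 1 and 8596 ± 5778 CPM in cluster 5, and at 71.4 ± 12.7 CPM in neck cells. Gif, named Cblif in the files, was lower in cluster 1 (4159 ± 500.0 CPM) than in cluster 5 (8852 ± 1537 CPM) before TMM normalization, and its log2 difference between cluster 5 and cluster 1 after it was -0.63 (adjusted p = 0.369). Furin (chromosome 7, 80388585 to 80405436) was at 895 ± 71.0 CPM in cluster 1 and 1093 ± 60.5 CPM in cluster 5. Tmed6 (chromosome 8, 107061476 to 107065644) was at 1054 ± 109 CPM in cluster 1 and 734 ± 62.4 CPM in cluster 5. Against the other clusters, the log2 differences of both chief clusters ran from 5.32 for Tmed6 to 7.84 for Chia1, with the library as a block. These genes took part in making the clusters.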

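The trypsin genes Try4 (chromosome 6, 41302269 to 41305532) and Try10 (chromosome 6, 41354105 to 41357914) were both higher in cluster 1 than in cluster 5. Try4 was at 919 ± 274 CPM in cluster 1 and 237 ± 79.5 CPM in cluster 5 (SD, n = 4 libraries). Try10 was at 334 ± 111 CPM in cluster 1 and 85.2 ± 41.7 CPM in cluster 5. With the library as a block, the log2 difference of cluster 5 from cluster 1 was -3.64 for Try4 (adjusted p = 1.9e-08 from edgeR) and -3.75 for Try10 (adjusted p = 1.4e-11). The TMM factors enlarge these differences, since a few genes take most counts of cluster 1. Trypsin genes lie close together and are alike in sequence, so some of their reads may be shared.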

We also detected digestive enzyme-encoding genes that were preferentially expressed in the cluster 1 subpopulation (*Try4* and *Try10*) (Fig. 2a, right panel and Supplementary Fig. 2a).

Chief cells were reported to harbor quiescent stem cells with distinct markers^33^. Indeed, *Lgr5* and *Troy* were highly expressed in cluster 5, and *Mist1* was highly expressed in both clusters 1 and 5. 

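Lgr5 (chromosome 10, 115450311 to 115587780) was at 30.8 ± 14.7 CPM in cluster 5 and 4.72 ± 0.91 CPM in cluster 1 (SD, n = 4 libraries). Its log2 difference of cluster 5 from cluster 1 was 0.98 after TMM normalization (standard error 0.19, adjusted p = 0.000103 from edgeR with the library as a block). Troy, named Tnfrsf19 in the files (chromosome 14, 60963875 to 61046490), was at 18.4 ± 4.98 CPM in cluster 5, 4.61 ± 1.07 CPM in cluster 1 and 11.7 ± 4.68 CPM in neck cells. The log2 difference of Tnfrsf19 between clusters 5 and 1 was 0.28 (standard error 0.19, adjusted p = 0.246), and with library totals and no TMM factors it was 1.97 (adjusted p = 2.4e-10; 2.4e-10 to 0.973 over all alternatives). Without GFP+ 2 the log2 difference of Tnfrsf19 was -0.022, and without cells called doublets, left out after the data were seen, it was 0.46 and again not past the threshold. Mist1, named Bhlha15 in the files (chromosome 5, 144190286 to 144194441), was at 24.3 ± 3.91 CPM in cluster 1 and 25.4 ± 4.91 CPM in cluster 5, against 1.77 ± 1.84 CPM in pit cells. Relative to the other clusters the log2 difference of Bhlha15 in clusters 1 and 5 was 4.81 (adjusted p = 6.2e-22). After TMM normalization Bhlha15 was lower in cluster 5 than in cluster 1 by a log2 difference of -1.63 (adjusted p = 6.6e-11). Before it the CPM of these clusters were nearly equal, so this difference depends on the scaling. After thinning to 16880 UMIs, 34.6% of cluster 5 cells and 7.73% of cluster 1 cells had an Lgr5 UMI, beside 0.348% of pit cells, which should lack it. The median depths before thinning were 38902, 126700 and 38228 UMIs, and without thinning the shares were 47.1%, 30.0% and 0.792%. Thinning leaves cluster 1 cells few UMIs beside those of Clps, Pla2g1b and Pgc, which lowers their share.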

As expected, *Bmi1* and *Stmn1*, markers of isthmus stem cells^11,36^, were not highly expressed in either cluster 1 or 5 (Fig. 2c).

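Stmn1 (chromosome 4, 134468320 to 134473843) was nearly absent from cluster 1, at 1.08 ± 0.49 CPM, and stood at 30.2 ± 20.7 CPM in cluster 5 (SD, n = 4 libraries). In the isthmus, Stmn1 was at 451 ± 70.9 CPM in cluster 3 and 845 ± 41.9 CPM in cluster 4 (n = 2 Epcam+ libraries). The log2 difference of Stmn1 from the isthmus was -6.03 in cluster 1 and -2.94 in cluster 5 (adjusted p = 1.8e-16 and 9.4e-11 from edgeR with the library as a block). Bmi1 (chromosome 2, 18677018 to 18686629) was at 3.04 ± 0.36 CPM in cluster 1, 9.57 ± 1.38 CPM in cluster 5, 18.8 ± 0.98 CPM in cluster 3 and 22.8 ± 0.82 CPM in cluster 4. After TMM normalization, however, the log2 difference of Bmi1 from the isthmus was -0.034 in cluster 1 and -0.062 in cluster 5 (adjusted p = 0.81 and 0.76). With library totals and no TMM factors these log2 differences of Bmi1 were -2.79 and -1.14, so its rank among the clusters depends on the scaling.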

We subsequently determined whether the GFP^+^ cells could be classified into distinct subpopulations. 

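Cluster 1 chief cells made up 12.2% of the cells of Epcam+ 1 and 15.5% of Epcam+ 2, but 31.0% of GFP+ 1 and 57.9% of GFP+ 2. The mean share was 13.8% (SD 2.35, n = 2) in the Epcam+ libraries and 44.5% (SD 19.0, n = 2) in the GFP+ libraries, with both GFP+ libraries above both Epcam+ libraries (exact permutation test, two-sided, p = 0.333, the smallest that the design allows). In a count model over the libraries, the share of cluster 1 rose by a log2 ratio of 1.68 (standard error 0.32, adjusted p = 0.000151 from edgeR). The ratio of cell numbers pooled over libraries was 3.16. Without Epcam+ 1 the log2 ratio was 1.52 (adjusted p = 0.0849), and over neck and chief cells alone it was 0.92 (adjusted p = 0.0896), while the adjusted p ran from 4.5e-06 to 0.0896 over all alternatives. When the cells were clustered without the stress genes, whose levels differ between these libraries, the log2 ratio was 1.62 (adjusted p = 0.000996).

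**Figure D1:**
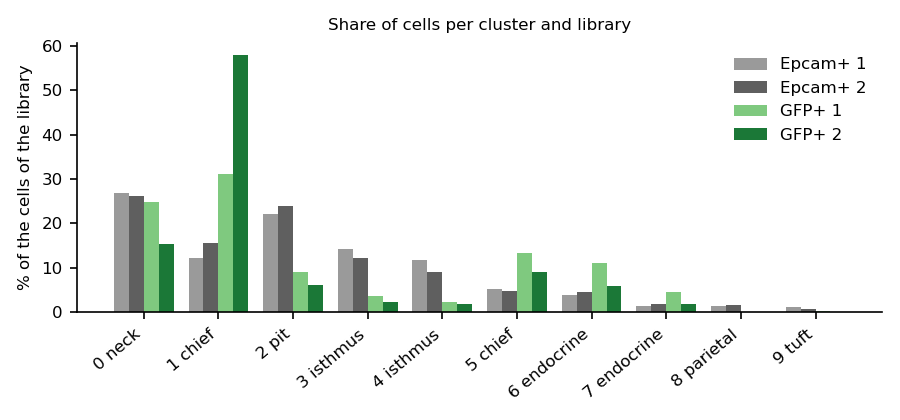
Share of the cells of each library (y axis, percent) in each of the authors' clusters (x axis), with 1 bar per library and no error bars. Cluster 1 holds 12.2% and 15.5% of the cells of the Epcam+ libraries and 31.0% and 57.9% of the GFP+ libraries.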

The GFP^+^ cells were preferentially enriched in cluster 1 (Fig. 2d). Coimmunostaining indicated that the GFP^+^ cells near the basal layers did not express markers specific for isthmus cells (Mki67), Pit cells (Krt19), Tuft cells (Dclk1), or endocrine cells (Chga) (Supplementary Fig. 2b) but did express Pla2g1b, a chief cell marker (Fig. 2e, f). These data indicate that the GFP^+^ cells near the basal layers were primarily classified as the cluster 1 subpopulation of chief cells.

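Chief cells of cluster 5 and endocrine cells of cluster 6 were more frequent among GFP+ cells too, while pit and isthmus cells were less frequent. Cluster 5 made up 5.18% and 4.80% of the Epcam+ libraries and 13.3% and 9.01% of the GFP+ libraries, a log2 ratio of 1.16 (adjusted p = 0.00638 from edgeR). Cluster 6 made up 3.78% and 4.43% of the Epcam+ libraries and 11.1% and 5.86% of the GFP+ libraries, a log2 ratio of 1.05 (adjusted p = 0.0138). The log2 ratios of pit cells (cluster 2) and of isthmus clusters 3 and 4 were -1.60, -2.15 and -2.32 (adjusted p = 0.0005, 0.000151 and 0.000151), with both GFP+ libraries below both Epcam+ libraries in each. The higher share of cluster 5 rests on the authors' clusters, with a ratio of pooled shares of 2.25. When the cells were clustered again with 30 or 10 principal components or without the stress genes, the larger part of the cluster 5 cells fell together with neck cells, and the ratio of the cluster they fell in was 0.931, 1.01 and 0.945. With 12 clusters sought it was 1.60. Neck cells were at 26.9% and 26.2% of the Epcam+ libraries and at 24.8% and 15.3% of the GFP+ libraries (log2 ratio -0.40, adjusted p = 0.233). Within cluster 1, transcripts of other cell types were scarce. Krt19 was at 5.49 and 4.01 CPM in the Epcam+ libraries and 3.54 and 0.99 CPM in the GFP+ libraries after TMM normalization, and Mki67 had a log2 fold change of -1.92 (adjusted p = 0.375). Chga was at 4.09 and 5.72 CPM in the Epcam+ libraries and at 34.3 and 14.9 CPM in the GFP+ libraries (log2 fold change 2.29, adjusted p = 0.0646), but 1 cell held 77.6% of its UMIs in GFP+ 1 and 1 cell 82.6% in GFP+ 2. Without the cell that holds most of its UMIs in each library, and before TMM normalization, Chga was at 3.94 and 5.01 CPM in the Epcam+ libraries and at 7.65 and 2.53 CPM in the GFP+ libraries. From the distribution over clusters and the coimmunostaining with Pla2g1b, the paper concludes that the GFP+ cells near the basal layers were mainly cluster 1 chief cells.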

### Atf4 and the unfolded protein response pathway are activated in long-term quiescent chief cells

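With libraries as the replicates, the number of genes that separated GFP+ from Epcam+ chief cells of cluster 1 depended on the test. Of 10146 genes, 4 were higher and 5 lower in the GFP+ libraries at an adjusted p under 0.05 from edgeR. The gene with the smallest p was 2210010C04Rik, a trypsin-like gene (chromosome 6, 41030268 to 41035509), which fell from 42.7 ± 5.44 to 9.20 ± 0.15 CPM (SD, n = 2 against 2). Its log2 fold change was -2.21 (standard error 0.12, adjusted p = 8.7e-05). The direction held over all alternatives, but the call was lost with the mean of log-normalized values in limma, where 0 genes were lower. Lars2, a mitochondrial leucyl-tRNA synthetase (chromosome 9, 123366927 to 123462666), rose from 96.4 and 87.0 CPM to 146 and 142 CPM (log2 fold change 0.65, standard error 0.09, adjusted p = 0.0442). Without cells called doublets its log2 fold change was again 0.65, but the call was lost (adjusted p = 0.0511 from edgeR). The log2 fold change of mt-Atp8 was 0.74 (adjusted p = 0.0388). Cel had a log2 fold change of 3.71 (adjusted p = 0.0239), but 83.9% of its cluster 1 UMIs in GFP+ 1 and 88.5% in GFP+ 2 lay in 1 cell each. Mucl3, Id1, Gkn1 and Gkn2, which were abundant in pit cells, fell by 2.59, 2.66, 1.40 and 1.43 on the log2 scale (adjusted p = 0.0135, 0.0285, 0.0348 and 0.0348). In each of these genes both GFP+ libraries lay on the same side of both Epcam+ libraries. Apart from Lars2, the genes of this count were chosen after their values were seen. At an unadjusted p under 0.05, 494 genes were higher and 315 lower, but 304 and 587 with library totals and no TMM factors. DESeq2 called 12 and 7 genes. Without a filter on low counts edgeR called 186 and 50 of 15390 genes, in a fit whose prior degrees of freedom were infinite instead of 7.34. Without GFP+ 1 the count was 69 and 9, without GFP+ 2 30 and 10, without Epcam+ 1 39 and 11, and without Epcam+ 2 3 and 10. In simulated counts of this comparison over 10023 genes, edgeR called 28.8% of genes changed by a factor of 1.5 and 77.6% of those changed by a factor of 2. The cluster 1 sums were 21808381 to 39317472 UMIs per library.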

Subsequently, we compared the transcriptomes of Epcam^+^ and GFP^+^ cells from cluster 1 by using single-cell RNA-seq data to investigate biological signatures associated with the GFP^+^ cells. 

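The 9 chaperone genes drawn in Fig. 3b beside the Atf4 targets were each higher in GFP+ than in Epcam+ chief cells of cluster 1, by a median log2 fold change of 0.58. None of them passed an adjusted p under 0.05 in edgeR over all genes tested, and 9 of 9 passed when adjusted over the list alone. Before adjustment each of the 9 had a p under 0.05 in edgeR, and DESeq2 called 0 of them over all genes. As a set the 9 genes rose relative to the other genes (camera with its preset correlation, adjusted p = 0.000327). With an estimated correlation between them the adjusted p was 0.660. That setting also missed a list of 32 genes raised by a factor of 1.5 in simulated counts (camera, adjusted p = 0.188). A failure to pass with it, here and below, therefore does not decide whether a list changed. Most of this lay in GFP+ 2, since the mean log2 CPM of the genes was 7.44 in Epcam+ 1, 7.29 in Epcam+ 2, 7.56 in GFP+ 1 and 8.32 in GFP+ 2. Without GFP+ 2 the median log2 fold change was 0.17 (adjusted p = 0.0848 with the preset correlation). The study picked these genes from the same libraries, so the set is not independent evidence of its direction. The GO enrichment itself was not repeated here.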

Gene Ontology (GO) term enrichment analyses indicated that the GFP^+^ cell-associated gene signature included unfolded protein response (Fig. 3a and Supplementary Fig. 3a). Identification of genes shared among the signatures revealed the existence of a complex network of heat shock-related genes whose expression levels were elevated in the GFP^+^ cells (Fig. 3b and Supplementary Fig. 3b). 

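Hspa1b (chromosome 17, 34956436 to 34959238) was at 166 ± 13.8 CPM in Epcam+ and 303 ± 93.7 CPM in GFP+ chief cells of cluster 1 (SD, n = 2 against 2). Its log2 fold change was 0.87 (standard error 0.17, adjusted p = 0.219 from edgeR), and the libraries were at 176, 156, 237 and 369 CPM in the order Epcam+ 1, Epcam+ 2, GFP+ 1 and GFP+ 2. Without GFP+ 2 the log2 fold change of Hspa1b was 0.51 (adjusted p = 0.0348). Dnajb1 (chromosome 8, 83608193 to 83612653) was at 58.0 and 58.6 CPM in the Epcam+ libraries, 64.1 CPM in GFP+ 1 and 162 CPM in GFP+ 2. The log2 fold change of Dnajb1 was 0.96 (standard error 0.32, adjusted p = 0.491), and without GFP+ 2 it was 0.13. Hspa1a (chromosome 17, 34969190 to 34972156), a near copy of Hspa1b that may share reads with it, had a log2 fold change of 0.68 (adjusted p = 0.433). Hspe1 (chromosome 1, 55088132 to 55091307) and Hsp90ab1 (chromosome 17, 45567775 to 45573271) had log2 fold changes of 0.61 and 0.51 (adjusted p = 0.486 and 0.373). The other members, Hspd1, Dnaja1, Hsp90aa1 and Hspa8, had log2 fold changes between 0.44 and 0.58, and all 9 were higher in GFP+ 2 than in both Epcam+ libraries. A wider list of 23 cytosolic and mitochondrial heat shock genes, set from general knowledge, had a median log2 fold change of 0.47, with 21 of 23 genes higher. The list rose by camera with the preset correlation (adjusted p = 0.000327), though not with an estimated one (adjusted p = 0.660 with an estimated correlation), and 0 genes passed over all genes by edgeR and 4 when adjusted over the list alone. Without GFP+ 2 its median was 0.13 (adjusted p = 0.0886 with the preset correlation).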

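The endoplasmic reticulum chaperones and folding enzymes of the unfolded protein response did not differ detectably between GFP+ and Epcam+ chief cells of cluster 1. The mean log2 CPM of 32 such genes was 5.71 in Epcam+ 1, 5.68 in Epcam+ 2, 5.72 in GFP+ 1 and 5.71 in GFP+ 2. The median log2 fold change was -0.0056, with 15 of 32 genes higher, and 0 genes passed over all genes tested in edgeR or when adjusted over the list alone. By camera the adjusted p was 0.989 with the preset correlation. Over the alternatives the median ran from -0.07 to 0.10 and the adjusted p from 0.0344 to 0.979, and it passed the threshold when clusters 1 and 5 were pooled (0.096, adjusted p = 0.0344) and with clusters made from 30 principal components (0.094, adjusted p = 0.0358). When the same list was raised by a factor of 1.5 in simulated counts, camera gave an adjusted p of 1.4e-28 with the preset correlation and adjusted p = 0.188 with an estimated correlation. The gene set and the single-sample scoring of the paper were not used here, and this list was set from general knowledge.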

In accordance with these data, single-sample GSEA indicated that the unfolded protein response gene signature was highly expressed in quiescent GFP^+^ cells (Supplementary Fig. 3c).

**Fig. 3:**
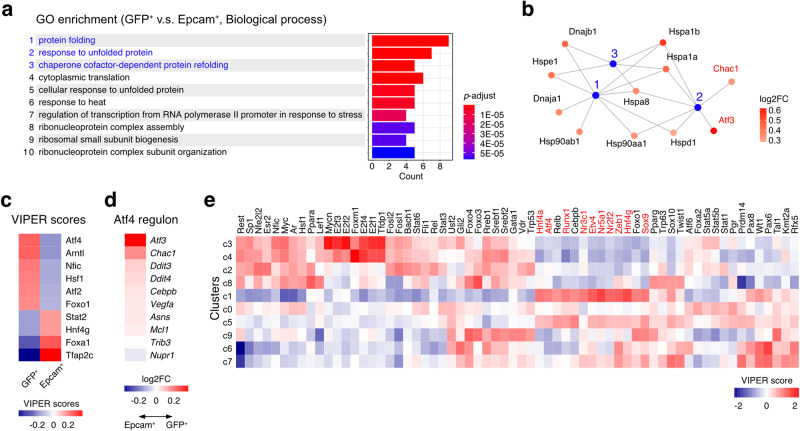
Atf4 and the unfolded protein response pathway are activated in deeply quiescent chief cells. **a** Gene Ontology (GO) term enrichment analyses (biological process) of the GFP^+^ chief cells. The *p*-values and gene counts of top ten GO terms enriched in GFP^+^ cells in comparison to Epcam^+^ cells are shown. The top three terms were shown in blue characters. The *p* value of each GO term is color-labeled. **b** A gene concept network for the GO terms enriched in GFP^+^ cells. Blue dots represent the top three terms shown in **a** (1, protein folding: 2, response to unfolded protein: 3, chaperone cofactor-dependent protein refolding). Genes that were associated with these terms were shown. Genes belonging to Atf4 regulon (Atf3, Chac1) are shown in red. Extent of induction of these genes in GFP^+^ cells are shown as color shading. **c** The top ten transcription factors that were differentially activated between GFP^+^ and Epcam^+^ cells. VIPER activation scores of each transcription factor in GFP^+^ and Epcam^+^ cells are color-coded. **d** Upregulation of the indicated Atf4 regulon genes in GFP^+^ cells relative to Epcam^+^ cells. The Atf4 regulon is composed of 16 genes and the comparison of the regulon genes with detectable expression is shown. Relative expression ratios are shown as log_2_FC values**. e** VIPER scores of differentially expressed transcription factors in each cluster. The data matrix was sorted by hierarchical clustering (complete linkage method) on both axes and represented as a heatmap. Transcription factors upregulated in the c1 cluster are indicated in red.

In addition, computational inference of transcription factor activity by VIPER algorithm^37^ revealed that the transcriptional activity of Atf4, a key mediator of the integrated stress response^38,39^, was markedly increased in GFP^+^ cells (Fig. 3c). Accordingly, most Atf4 downstream target genes were upregulated in GFP^+^ cells (Fig. 3d). In addition to Atf4, several other transcription factors involved in the stress response (Hsf1, Atf2, Foxo1) were activated (Fig. 3c). 

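Atf4 RNA itself (chromosome 15, 80255184 to 80257541) was nearly level between the sorts in cluster 1, at 40.9 and 40.8 CPM in the Epcam+ libraries and 46.2 and 47.5 CPM in the GFP+ libraries. Its log2 fold change was 0.20 (standard error 0.09, adjusted p = 0.620 from edgeR). The 10 genes of the Atf4 regulon shown in Fig. 3d had a mean log2 CPM of 5.24 in Epcam+ 1, 5.19 in Epcam+ 2, 5.34 in GFP+ 1 and 5.87 in GFP+ 2. As a set they rose by a median log2 fold change of 0.45 (camera with the preset correlation, adjusted p = 0.00218; adjusted p = 0.660 with an estimated correlation). Without GFP+ 2 the median was 0.15 (adjusted p = 0.299 with the preset correlation). A list of 36 known Atf4 targets of the integrated stress response, set from general knowledge, had a median log2 fold change of 0.13 with 31 of 36 genes higher (camera with the preset correlation, adjusted p = 0.00421; adjusted p = 0.660 with an estimated correlation). None of the 36 passed in edgeR over all genes tested or when adjusted over the list alone. Without GFP+ 2 the median of this list was -0.021 (adjusted p = 0.982). VIPER scores were not computed here, so the means of these lists stand in their place, and they do not weight or sign the targets as VIPER does.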

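All 10 Atf4 regulon genes of Fig. 3d were higher in GFP+ than in Epcam+ chief cells by their fitted log2 fold change, led by Chac1, Ddit3 and Atf3, and the rise was largely that of GFP+ 2. Chac1 (chromosome 2, 119351229 to 119354381), which degrades glutathione, was at 35.8 and 31.2 CPM in the Epcam+ libraries, 37.8 CPM in GFP+ 1 and 91.0 CPM in GFP+ 2. Its log2 fold change was 0.95 (standard error 0.31, adjusted p = 0.486 from edgeR), and without GFP+ 2 it was 0.17. Atf3 (chromosome 1, 191170296 to 191218039) was at 277 ± 32.9 CPM in Epcam+ and 472 ± 227 CPM in GFP+ cells (SD, n = 2 against 2), with 311 CPM in GFP+ 1 and 633 CPM in GFP+ 2. Its log2 fold change was 0.77 (standard error 0.26, adjusted p = 0.495), and without GFP+ 2 it was 0.16 (adjusted p = 0.730). Ddit3 was at 22.4 and 21.3 CPM in the Epcam+ libraries, 25.8 CPM in GFP+ 1 and 48.5 CPM in GFP+ 2 (log2 fold change 0.78, standard error 0.23, adjusted p = 0.440), and without GFP+ 2 it had a log2 fold change of 0.24. Ddit4 (chromosome 10, 59949669 to 59951834) differed from these in being raised alike in both GFP+ libraries, at 20.2 and 26.7 CPM in the Epcam+ and 33.5 and 35.7 CPM in the GFP+ libraries (log2 fold change 0.56, adjusted p = 0.321). Cebpb and Vegfa had log2 fold changes of 0.57 and 0.34, and Asns, Mcl1, Trib3 and Nupr1 lay between 0.06 and 0.15. None of the 10 passed over all genes tested in edgeR, and 6 of 10 passed when adjusted over the list alone, a list the study shows from these libraries and therefore not independent evidence.

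**Figure D2:**
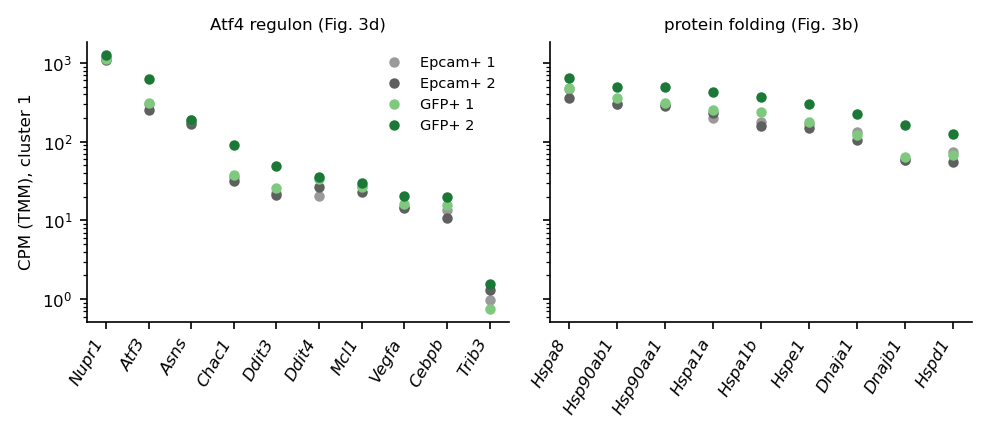
TMM-normalized CPM in cluster 1 chief cells (y axis, log scale) of the genes of Fig. 3d (left) and the chaperone genes of Fig. 3b (right), with 1 point per library and no error bars. GFP+ 2 stands apart for Atf3, Chac1 and Ddit3 (633, 91.0 and 48.5 CPM), while GFP+ 1 lies near the Epcam+ libraries.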

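The RNA of Hsf1, Atf2 and Foxo1 was low in cluster 1 and did not differ detectably between the sorts. Hsf1 (chromosome 15, 76477422 to 76501913) was at 2.28 and 2.37 CPM in the Epcam+ libraries and 2.38 and 1.93 CPM in the GFP+ libraries (log2 fold change -0.14, standard error 0.20, adjusted p = 0.915 from edgeR). Atf2 (chromosome 2, 73816509 to 73892639) was at 4.57 and 4.80 CPM in the Epcam+ and 4.43 and 4.05 CPM in the GFP+ libraries (log2 fold change -0.15, standard error 0.14, adjusted p = 0.843). Foxo1 (chromosome 3, 52268336 to 52353221) was at 1.98 and 3.06 CPM in the Epcam+ and 3.54 and 3.11 CPM in the GFP+ libraries (log2 fold change 0.36, standard error 0.21, adjusted p = 0.724). These are RNA levels of the factors, not the activities that VIPER infers from their targets. Immediate-early genes, which include targets of such factors and which tissue dissociation is known to induce, had a median log2 fold change of 0.36 with 22 of 26 genes higher (camera, adjusted p = 0.00470 with the preset correlation; adjusted p = 0.660 with an estimated correlation). Without GFP+ 2 that median was 0.0022 (adjusted p = 0.633).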

Importantly, VIPER analyses of the ten stomach cell clusters (Fig. 2a, b) indicated that Atf4 was specifically activated in cluster 1 of the chief cells (Fig. 3e). These data indicated that activation of Atf4 and the unfolded protein response were unique hallmarks of the long-term quiescent GFP^+^ chief cells.

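Across clusters, the Atf4 regulon genes were highest in the chief cell clusters after TMM normalization. Their mean log2 CPM was 8.20 in cluster 1 (SD 0.31 over 4 libraries) and 7.34 in cluster 5, against 6.07 in neck cells, 5.94 in pit cells, 5.29 and 5.20 in the isthmus clusters 3 and 4, 5.15 and 6.21 in the endocrine clusters 6 and 7, and 5.35 in parietal cells. Against all other clusters with the library as a block, 8 of 9 regulon genes tested were higher in cluster 1 and 0 were lower, with a median log2 difference of 1.38, where the median of all genes was -0.12. Chac1 contributed most, with a log2 difference of 6.57, and Atf3 had 0.99 (adjusted p = 3.1e-06 from edgeR). The direction depends on the scaling, because Clps, Pla2g1b and Pgc take most of the cluster 1 counts. With library totals and no TMM factors the regulon median was -1.33 and the log2 difference of Atf3 was -1.73. With the 20 most abundant genes left out, a choice made after seeing the data, the regulon median was 1.58 with 9 of 10 genes higher. Atf3 was not confined to chief cells, with 372 ± 163 CPM in cluster 1 and 1546 ± 494 CPM in neck cells before TMM normalization (SD, n = 4 libraries), whereas Chac1 was at 48.5 ± 26.7 CPM in cluster 1 and 4.86 ± 3.53 CPM in neck cells.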

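The stress genes were also higher in cluster 5 chief cells and in neck cells of GFP+ 2. Over the 17 genes of Fig. 3b and 3d that were tested in all 5 cell types, the median log2 difference of GFP+ 2 from the Epcam+ libraries was 0.77 in cluster 1, 0.75 in cluster 5 and 0.65 in neck cells, but 0.024 in pit cells and 0.061 in endocrine cells of cluster 6. For GFP+ 1 the medians were 0.17, 0.30, 0.18, -0.0042 and 0.18 in these cell types. The regulon alone stood at nearly the same level in both GFP+ libraries in neck cells, with a mean log2 CPM of 5.90 and 5.65 in the Epcam+ libraries and of 6.34 and 6.38 in GFP+ 1 and GFP+ 2. Between the sorts, the regulon rose in neck cells by a median log2 fold change of 0.52 (camera with the preset correlation, adjusted p = 0.000439; adjusted p = 0.483 with an estimated correlation) and in cluster 5 by 0.54 (adjusted p = 0.00625; adjusted p = 0.582 with an estimated correlation). Without cells called doublets, left out after the data were seen, the regulon in cluster 5 was at 0.22 and not past the threshold. In pit and endocrine cells the medians of the regulon were 0.10 and -0.096 (adjusted p = 0.296 and 0.855). The difference between cluster 1 and each other cell type was tested as an interaction with the library as a block. For the regulon it was -0.093 against neck cells (adjusted p = 0.224), 0.020 against cluster 5 (adjusted p = 0.842), 0.19 against pit cells (adjusted p = 0.534) and 0.27 against endocrine cells (adjusted p = 0.0521). For the chaperone genes the effect was larger in cluster 1 than in pit cells by 0.63 (adjusted p = 0.00199; adjusted p = 0.682 with an estimated correlation). This difference was smaller when Epcam+ 2 or GFP+ 2 was left out. The study picked these genes in cluster 1 of the same libraries, which favours a larger effect there. Atf3 had a larger effect in cluster 1 than in endocrine cells by 0.90 on the log2 scale (adjusted p = 0.0106 from edgeR), which was 0.65 without Epcam+ 1 (adjusted p = 0.483), and its difference from neck cells was 0.072 (adjusted p = 0.982). The unfolded protein response list had a median log2 fold change of 0.23 in cluster 5 (camera with the preset correlation, adjusted p = 0.00092; adjusted p = 0.582 with an estimated correlation) and of 0.044 in neck cells. From the enriched terms, the VIPER scores and the expression of the regulon, the paper concludes that activated Atf4 and the unfolded protein response mark the long-term quiescent GFP+ chief cells.

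**Figure D3:**
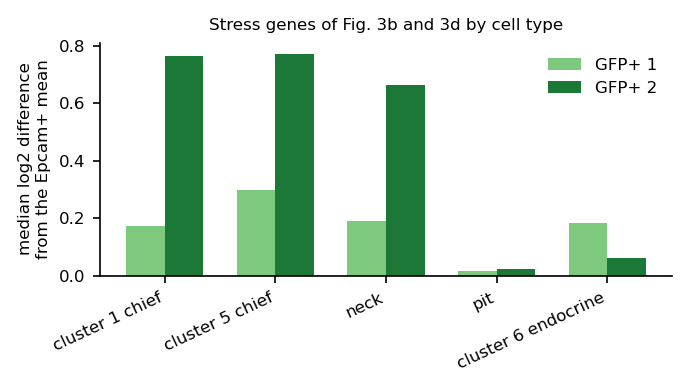
Median log2 difference of each GFP+ library from the mean of the Epcam+ libraries (y axis) over the 17 to 19 stress genes of Fig. 3b and 3d tested in each cell type, by cell type (x axis), with no error bars. GFP+ 2 lies at 0.77, 0.77 and 0.66 in cluster 1, cluster 5 and neck cells, and near 0 in pit and endocrine cells.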

### Atf4^high^ quiescent cells comprise a unique subpopulation of chief cells

To examine whether the GFP^+^ cells formed a distinct chief cell subpopulation, we further analyzed single-cell RNA-seq data of the cluster 1 population, in which GFP^+^ cells were highly enriched (Fig. 2d). We stratified the cluster 1 population of chief cells into four subpopulations (1a, 1b, 1c, and 1d) (Fig. 4a, b). 

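The authors' subpopulation labels could be read for part of the cells, since the first 1691 of the 4449 rows of Supplementary Data 1 were held here. Each of the 1691 rows matched 1 cell by the log-normalized values of 30 genes within 0.001, and its cluster was the deposited one. These rows name the subpopulation of 300 cluster 1 cells, 155 of Epcam+ 1 and 145 of GFP+ 1, and of no cell of the other two libraries. In Epcam+ 1, 1a, 1b, 1c and 1d made up 21.3%, 33.5%, 23.2% and 21.9% of the labeled cells. To cover all libraries, the 896 cluster 1 cells were clustered again with 10 principal components, and the lowest resolution that gave 4 subpopulations was 0.2. The rebuilt subpopulation that held most 1a cells, 74.2% of them, also held 94.9% of the 1c cells, so it does not separate 1a from 1c. In addition, the labels were carried to the remaining 596 cluster 1 cells by their 15 nearest neighbours, a step chosen after seeing the data. In 5-fold cross-validation, 75.7% of the labeled cells were given their own label, with 77.3% for 1a, 96.8% for 1b, 45.8% for 1c and 72.0% for 1d.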

Some chief cell markers were ubiquitously expressed in all subpopulations (*Pla2g1b*, *Clps*, and *Tmed6*), while others were preferentially expressed in one of the subpopulations (*Chia1* in 1b and *Furin* in 1d). 

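In the 300 cells with the authors' labels, Pla2g1b was at 251258, 260686, 243660.0 and 283249 CPM in 1a, 1b, 1c and 1d, and Clps at 363975, 369514, 379655 and 317685 CPM. Tmed6 was likewise found in each, at 990.5, 1043, 966 and 989.9 CPM. Clps was lower in 1d than in the other subpopulations by a log2 difference of -0.57 (adjusted p = 4.9e-08 from edgeR with the library as a block). In 1b its log2 difference was 0.35 (adjusted p = 4.4e-05), although its CPM was higher in 1c. Both values depend on the TMM factors, without which Clps was at -0.22 in 1d, 0.066 in 1b and 0.12 in 1c, a setting chosen after seeing the data. Chia1 was at 25512 CPM in 1b, against 15791, 12264 and 12211 CPM in 1a, 1c and 1d, a log2 difference of 1.25 (adjusted p = 1.7e-06). Furin was at 1343 CPM in 1d, against 837, 823 and 892 CPM in 1a, 1b and 1c, a log2 difference of 0.31 (adjusted p = 0.0269), which was 0.66 without TMM factors. The labeled cells come from 1 library of each sort and the test covered 7112 genes. All these genes may have taken part in making the subpopulations.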

Of note, a majority of GFP^+^ cells expressed Pla2g1b, but not Chia1 or Troy (Fig. 2e, f), indicating that a fraction of chief cell population constituted GFP^+^ cells.

**Fig. 4:**
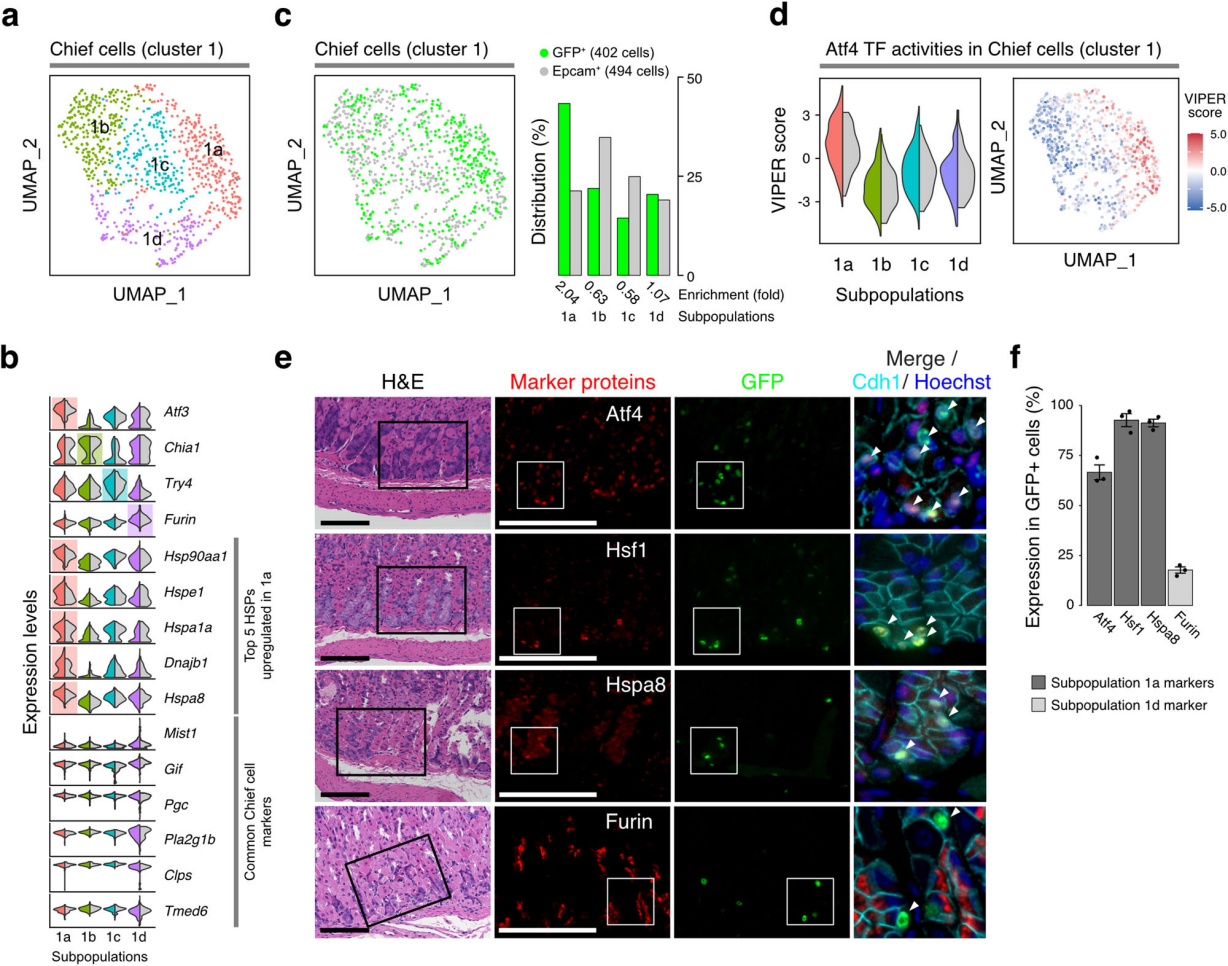
Atf4^high^ quiescent cells comprise a unique subpopulation of chief cells. **a** A UMAP projection of cluster 1 cell classification into four subpopulations. **b** Split violin plots in each subpopulation of known chief cell marker genes (*Mist1, Gif, Pgc*, *Furin*, *Pla2g1b*, *Clps*, and *Tmed6*) and the top 5 heat shock proteins (HSPs) upregulated in the 1a subpopulation (*Hsp90aa1, Hspe1, Hspa1a, Dnajb1*, and *Hspa8*) (left: a mixture of Epcam^+^ cells and GFP^+^ cells, right: Epcam^+^ cells). *Atf3*, a Atf4-regulated gene, is also shown as a marker of the Atf4^high^ cells. Genes that are preferentially expressed in each subpopulation of cluster 1 are highlighted. **c** A UMAP projection of the GFP^+^ cells (green) and Epcam^+^ cells (gray) in cluster 1 and relative distributions of GFP^+^ cells and Epcam^+^ cells (right panel). The relative ratios of GFP^+^ cell numbers and Epcam^+^ cell numbers in each cluster is shown as fold enrichment values. **d** Split violin plot of Atf4 VIPER value of each subpopulation of cluster 1 (left: a mixture of Epcam^+^ cells and GFP^+^ cells, right: Epcam^+^ cells). Feature plot presentation of the Atf4 VIPER value is shown at right panel. **e** H&E and immunostaining of the H2b-GFP^+^ cells in the stomach corpus at 6 weeks of post-chase periods. Black boxes indicate the regions used for immunostaining with the indicated antibodies. Scale bar, 100 µm. Areas used for merged images (far right panels) are shown as white squares. **f** Percentage fractions of H2b-GFP^+^ cells expressing the indicated markers shown in **e**. The GFP^+^ cells located within bottom third of the corpus are evaluated and presented as the mean ± SD. n = 3 biologically independent experiments.

Notably, the GFP^+^ cells were markedly enriched in the 1a subpopulation (Fig. 4c). 

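With the authors' labels, 1a made up 21.3% of the labeled cluster 1 cells of Epcam+ 1 (33 of 155, 95% Wilson interval 15.6% to 28.4%) and 22.8% of those of GFP+ 1 (33 of 145, 16.7% to 30.2%). In this replicate, 1d was the subpopulation whose share differed most, with 21.9% of Epcam+ 1 and 33.1% of GFP+ 1. With the labels carried to all cells, 1a made up 22.5% of Epcam+ 1, 27.6% of Epcam+ 2, 22.8% of GFP+ 1 and 56.4% of GFP+ 2. The log2 ratio of these shares between the sorts was 0.68 (adjusted p = 0.524 from edgeR on the numbers of cells), so the higher share rested on GFP+ 2. Over 8 forms of carrying the labels, tried after seeing the data, the share of 1a in GFP+ 2 ran from 43.2% to 65.8% and the log2 ratio from 0.50 to 1.17, none past the threshold. The rebuilt subpopulation that holds most 1a cells made up 56.5% and 55.8% of the cluster 1 cells of the Epcam+ libraries and 37.9% and 50.6% of the GFP+ libraries, a log2 ratio of -0.34 (adjusted p = 0.913), but it holds most 1c cells too. Another rebuilt subpopulation, whose 8 labeled cells are all 1a, made up 1.5% and 5.44% of the Epcam+ libraries and 3.45% and 24.9% of the GFP+ libraries (log2 ratio 2.00, standard error 1.24, adjusted p = 0.752), and without GFP+ 2 its log2 ratio was -0.11. For the subpopulation with most 1a cells, or 1a by the carried labels, the log2 ratio ran from -0.56 to 1.17 over the alternatives and the adjusted p from 0.207 to 0.937. A share of cells in a group made from stress genes is not independent of their level in each library. Clustered without the stress genes, the shares were 31.5%, 32.7%, 20% and 56.0% in Epcam+ 1, Epcam+ 2, GFP+ 1 and GFP+ 2 (log2 ratio 0.26, adjusted p = 0.937). That subpopulation still had higher protein folding genes than the others, by a median log2 difference of 0.91. Its share is therefore not independent of their level either. No exact permutation test of 2 libraries against 2 can pass the threshold here.

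**Figure D4:**
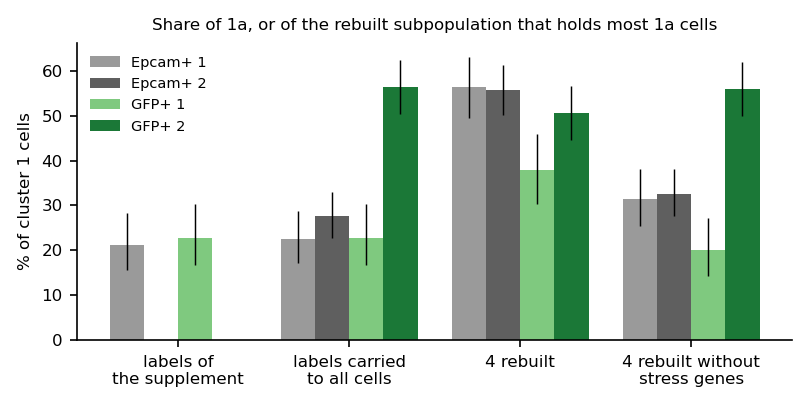
Share of cluster 1 cells (y axis, percent) in 1a by the labels of Supplementary Data 1 or the labels carried to all cells, or in the rebuilt subpopulation that holds most 1a cells (x axis), per library, with 95% Wilson intervals that cover counting error only. By the carried labels GFP+ 2 stands at 56.4% and the other libraries between 22.5% and 27.6%.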

In accordance with Atf4 activation and elevated heat shock gene expression in the GFP^+^ cells, elevated expression of the downstream targets of Atf4 (Fig. 4b; *Atf3* and Supplementary Fig. 4a) and heat shock genes (Fig. 4b) as well as preferential activation of Atf4 (Fig. 4d) were observed in the 1a subpopulation. 

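Within cluster 1, Ddit3 marked 1a most sharply of the Atf4 regulon genes, with 70.7 CPM in 1a against 5.80, 9.38 and 14.1 CPM in 1b, 1c and 1d (log2 difference 2.98, standard error 0.11, adjusted p = 1.4e-14 from edgeR with the library as a block). Atf3 was at 659.6 CPM in 1a and 97.6, 294 and 246 CPM in 1b, 1c and 1d (log2 difference 1.82, standard error 0.09, adjusted p = 4.1e-12). Chac1 was at 71.9 CPM in 1a and 14.4, 44.6 and 24.2 CPM in the others (log2 difference 1.53, standard error 0.16, adjusted p = 7.4e-07). Of the regulon, 6 of 9 genes tested passed, with a median log2 difference of 0.69. The heat shock genes were divided. Hsp90aa1, Dnajb1 and Hspa8 were higher in 1a by log2 differences of 0.68, 0.67 and 0.46 (adjusted p = 1.8e-05, 0.00168 and 0.000651), while Hspe1, Hspa1b and Hspa1a had 0.26, 0.0064 and -0.12 (adjusted p = 0.470, 0.991 and 0.805). Hspa1a and Hspa1b were instead higher in 1c, by log2 differences of 0.67 and 0.72 (adjusted p = 0.000805 and 1.9e-05). With the labels carried to all 4 libraries, Hspe1 and Hspa1b were higher in 1a as well, by 0.73 and 0.44 (adjusted p = 0.00028 and 0.0305). Atf4 RNA had a log2 difference of 0.27 in 1a (adjusted p = 0.323). These genes may have taken part in making the subpopulations, so the tests describe 1a and are not independent of how it was defined.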

In accordance with these findings, immunostaining revealed that most of the GFP^+^ cells near the basal layers expressed Atf4 and heat shock proteins (Hsf1, Hspa8) but not Furin (Fig. 4e). Furthermore, ssGSEA revealed preferential activation of the unfolded protein response in the 1a subpopulation (Supplementary Fig. 4b). These data indicated that the GFP^+^ chief cells were primarily classified into the 1a subpopulation, in which Atf4 and the unfolded protein response were activated.

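A minority of the endoplasmic reticulum genes of the unfolded protein response was higher in 1a. In the cells with the authors' labels, 8 of 32 such genes were higher in 1a than in the other subpopulations at an adjusted p under 0.05 from edgeR, 0 were lower, and the median log2 difference was 0.15. With the labels carried to all 4 libraries, 9 of 32 were higher and the median was 0.12. Over all genes, 116 of 7112 were higher in 1a and 25 lower by the authors' labels, and 208 of 7395 higher by the carried ones, and the list was not tested as a set. For comparison, in the cells with the authors' labels, the 25 immediate-early genes had a median log2 difference of 0.93 with 15 higher, the 23 heat shock genes 0.26 with 10 higher and 1 lower, and 33 Atf4 targets of the integrated stress response 0.15 with 7 higher. With the carried labels, the immediate-early genes had 1.08 with 19 of 24 higher, the heat shock genes 0.55 with 14 higher and 0 lower, and the Atf4 targets 0.12 with 7 of 34 higher. The 9 protein folding genes had 0.46 with 5 higher by the authors' labels and 0.73 with 8 higher by the carried ones. In simulated counts of 1a against the other subpopulations over 6986 genes, edgeR called 16.7% of genes changed by a factor of 1.5 and 66.7% of those changed by a factor of 2, so smaller differences of single genes would often be missed.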

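The stress genes of Fig. 3b and 3d were higher, by a weighted median, in both GFP+ libraries inside subpopulations made without them. Weighted as in the Epcam+ libraries, the median log2 difference of GFP+ 2 over these 19 genes within the subpopulations was 0.40, beside 0.77 over all cluster 1 cells. In the separate subpopulations it was 0.35, 0.84, -0.28 and 0.41, where the -0.28 rests on 11 cells of GFP+ 2. For GFP+ 1 the weighted median within them was 0.29, beside 0.17 over all cluster 1 cells, and 0.28, 0.29, 0.26 and 0.31 in the separate subpopulations, computed after the data were seen. Within them GFP+ 1 lay above Epcam+ 1 by 0.22 and above Epcam+ 2 by 0.33. These subpopulations still differed in stress genes. The one with 63.6% of the labeled 1a cells was above the others by a median log2 difference of 0.91 for the protein folding genes, with 9 of 9 past the threshold. For the regulon it was 0.51, with 6 of 9 past it. The values within subpopulations are therefore not independent of the stress level of the cells. From the enrichment of GFP+ cells in 1a and from the expression of Atf4 targets, heat shock genes and the unfolded protein response there, the paper concludes that the GFP+ chief cells belonged mainly to 1a.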

Subsequently, we examined whether the 1a subpopulation of cluster 1 preferentially expresses chief cell markers. As expected, many of the Atf4 target genes were preferentially expressed in the 1a subpopulation (Fig. 4b, c, Supplementary Fig. 4a), and correlation analyses indicated that the expression of Atf4 target genes (*Atf3* and *Chac1*) was distinct from that of the other known markers (Supplementary Fig. 4d). 

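Across cluster 1 cells, Atf3 and Chac1 rose and fell together in each library. The Spearman correlation of Atf3 with Chac1 was 0.27 in Epcam+ 1, 0.18 in Epcam+ 2, 0.39 in GFP+ 1 and 0.51 in GFP+ 2 (mean 0.33, SD 0.14, n = 4 libraries). Atf3 with Bhlha15 gave 0.085, -0.11, -0.086 and -0.017 in the same order. Atf3 with Cdkn1c gave 0.054, 0.10, -0.034 and 0.15, and with Gper1 0.12, 0.12, -0.036 and 0.11. Atf3 with Lgr5 gave -0.023, 0.098, 0.20 and 0.063. Lgr5 and Tnfrsf19, the stem cell markers, correlated with each other at 0.076, 0.26, 0.28 and 0.26. With each cell thinned to the same number of UMIs, Atf3 with Chac1 gave 0.24, 0.24, 0.31 and 0.47. Atf3 with Gper1 then gave 0.19, 0.23, -0.028 and 0.042, near the values of Chac1 in the Epcam+ libraries and below them in the GFP+ libraries. Cells of a library are not independent replicates, so no p is given, and 21 pairs were computed in each library.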

In accordance with the association of GFP^+^ cells with the 1a subpopulation, *Atf3* was uniquely upregulated in GFP^+^ cells among chief cell markers (Supplementary Fig. 4e) and most GFP^+^ cells expressed Atf4 and heat shock proteins (Hsf1, Hspa8) but not Furin (Fig. 4e, f).

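Among the chief cell markers, none differed between GFP+ and Epcam+ cells of cluster 1 past the threshold, and the values of several lay near 0. Clps, Pla2g1b and Furin had log2 fold changes of -0.0012, 0.04 and -0.040 (adjusted p = 0.998, 0.957 and 0.955 from edgeR). That of Atf3 was 0.77 (adjusted p = 0.495) and fell to 0.16 without GFP+ 2 (adjusted p = 0.730). Cblif, Tmed6, Bhlha15 and Pgc had -0.08, -0.13, 0.23 and 0.24 (adjusted p = 0.915, 0.792, 0.738 and 0.662). Chia1 had -0.30 (adjusted p = 0.717), and Tnfrsf19 and Lgr5 had 0.45 and 0.41 (adjusted p = 0.606 and 0.595). As a list, the secretory products of chief cells had a median of -0.040 (camera, adjusted p = 0.929) and the chief cell markers one of -0.076 (adjusted p = 0.418).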

In contrast, *p57* (*Cdkn1c*), *Gpr30*, and *Mist1* did not show preferential expression among the subpopulations (Supplementary Fig. 4c). In addition, expression of *Lgr5* and *Troy* was hardly detectable in any of the subpopulations (Supplementary Fig. 4c), which is consistent with the lack of expression of these chief cell markers in cluster 1 (Fig. 2c). These data indicated that the Atf4^+^/GFP^+^ cells comprised a distinct quiescent population of chief cells.

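Gper1, the gene of Gpr30, was even over the subpopulations, at 62.3, 55.3, 60.5 and 70.2 CPM in 1a, 1b, 1c and 1d (log2 difference of 1a from the others 0.036, adjusted p = 0.940 from edgeR with the library as a block). Cdkn1c (chromosome 7, 143458339 to 143461050) was at 282, 299, 292 and 161 CPM. Only 1d stands apart in these levels, with a log2 difference of -1.20 (adjusted p = 2.8e-08). In 1a it was 0.25 (adjusted p = 0.277) and in 1b 0.63 (adjusted p = 8.3e-05). Without TMM factors, a setting chosen after seeing the data, Cdkn1c was at 0.34 in 1b, 0.22 in 1a and -0.85 in 1d. Bhlha15 was at 26.6, 22.5, 19.7 and 41.7 CPM, with a log2 difference of 0.026 in 1a (adjusted p = 0.971) and of 0.53 in 1d (adjusted p = 0.0342), which was 0.89 without TMM factors.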

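Lgr5 and Tnfrsf19 were scarce in all 4 subpopulations before TMM normalization. Clps, Pla2g1b and Pgc take most counts of cluster 1, which lowers the CPM of other genes there. After TMM normalization Tnfrsf19 did not differ between cluster 1 and cluster 5 past the threshold, as given above. Lgr5 was at 5.09, 2.79, 1.52 and 10.9 CPM in 1a, 1b, 1c and 1d, and Tnfrsf19 at 4.23, 3.68, 2.68 and 8.06 CPM. Low as it was, Lgr5 was higher in 1d than in the others by a log2 difference of 1.58 (adjusted p = 0.000176 from edgeR) and lower in 1c by -1.79 (adjusted p = 0.00444). The log2 difference of Tnfrsf19 in 1d was 0.93 (adjusted p = 0.169), and without TMM factors, a setting chosen after seeing the data, it was 1.29 and past the threshold. After thinning, 8.64% of cluster 1 cells had a Tnfrsf19 UMI, against 24.5% of cluster 5 cells and 0.348% of pit cells, so the share in cluster 1 was above that of a cell type that should lack it. Before thinning, at medians of 125624, 29204 and 37728 UMIs per cell, these shares were 35.2%, 38.5% and 0.792%. Thinned cluster 1 cells keep few UMIs beside those of Clps, Pla2g1b and Pgc, which lowers their share.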

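Genes of quiescence and of reserve cells were nearly level between GFP+ and Epcam+ chief cells of cluster 1. The 9 reserve and stem cell markers named in the paper had a median log2 fold change of 0.15, with 7 of 9 higher (camera, adjusted p = 0.451 with the preset correlation). CDK inhibitors and other quiescence genes had a median of 0.11 (adjusted p = 0.684). Cdkn1c had a log2 fold change of 0.15 (adjusted p = 0.816 from edgeR) and Gper1 one of 0.11 (adjusted p = 0.830). Proliferation genes were lower in the GFP+ libraries, by a median log2 fold change of -0.28 (camera, adjusted p = 0.000942 with the preset correlation; adjusted p = 0.523 with an estimated correlation), and 3 of 10 were lower when adjusted over the list alone, 0 over all genes. The median was -0.65 without Epcam+ 2, -0.64 without GFP+ 1 and -0.69 without GFP+ 2, past the threshold each time. In the same cells the 6 measured isthmus markers, all members of the proliferation list, had a median of -0.60 with 0 above 0, and pit markers one of -1.26, while isthmus and pit cells were fewer in the GFP+ libraries. From the separate expression of Atf3 and Chac1 and the markers above, the paper concludes that these cells were a distinct quiescent chief cell population.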

### External insults initiate the proliferation of Atf4^high^ quiescent chief cells

Finally, we sought to determine the potential function of GFP^+^ quiescent cells as cellular reserves for tissue restoration following external insults. Rosa26^iH2b-GFP^ mice were subjected to pulse-chase as in Fig. 1b (chase period: 6 weeks) and then orally administered with indomethacin to determine whether proliferation of the GFP^+^ cells was initiated in response to tissue injury (Fig. 5a). Indomethacin is a commonly used nonsteroidal anti-inflammatory drug that induces gastric lesions and apoptosis of the gastric mucosa^40^. As expected, indomethacin induced extensive destruction of gland structures in the stomach (Fig. 5b). Remarkably, while Mki67 expression was not detected in the GFP^+^ cells without indomethacin treatment, a substantial fraction of the surviving GFP^+^ cells (~20%) expressed Mki67 at 48 hr after treatment (Fig. 5b, c). In addition, a majority of Mki67-expressing GFP^+^ cells expressed Atf4 (Fig. 5d). This demonstrated that the long-term quiescent GFP^+^/Atf4^+^ cells were capable of initiating cell proliferation in response to external insults, suggesting that they could function as cellular reserves for damaged tissues.

**Fig. 5:**
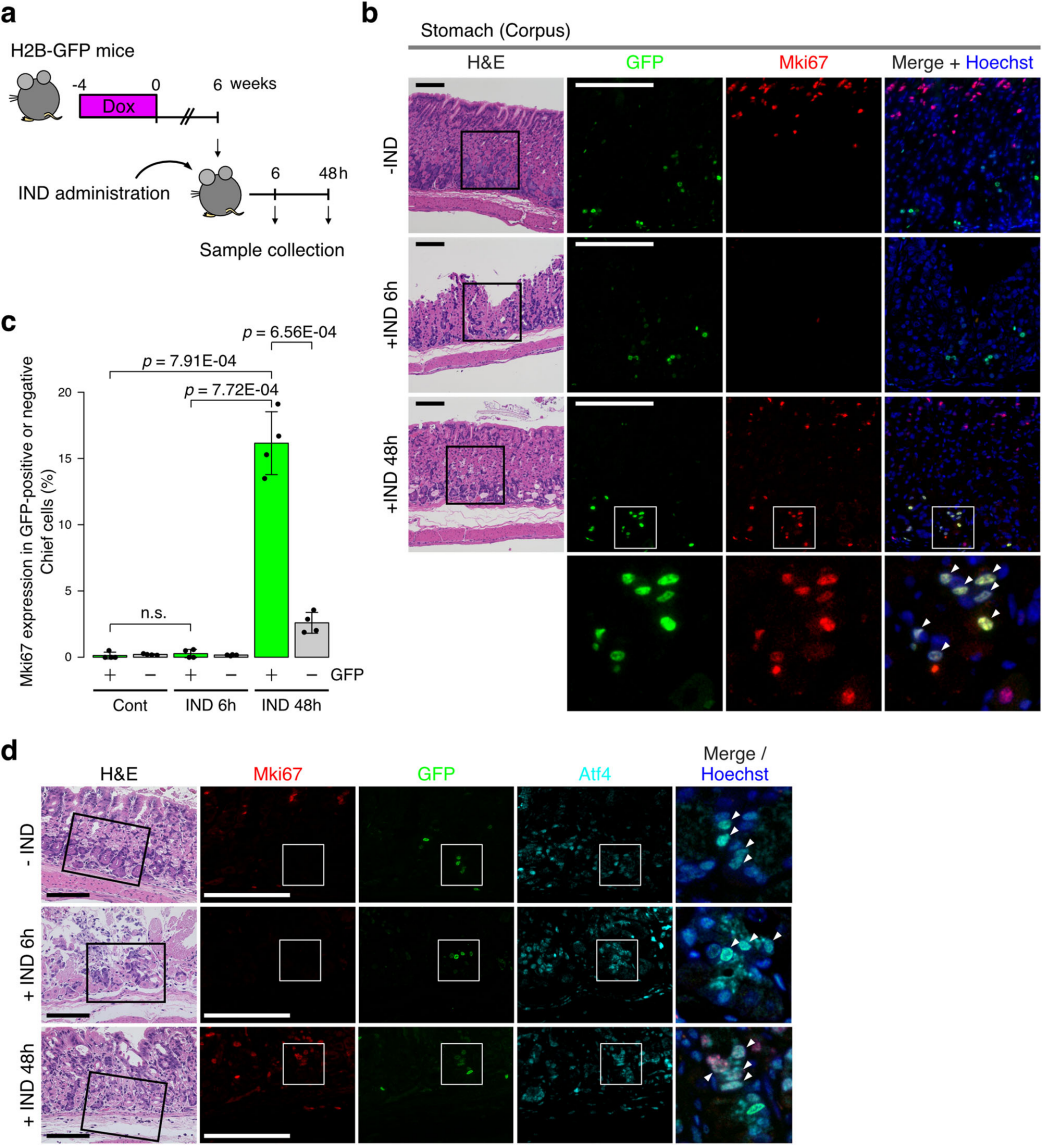
Atf4^high^ quiescent chief cells are capable of initiating proliferation in response to external insults. **a** Experimental scheme for Indomethacin (IND)-induced stomach damage models. Indomethacin was administered orally at 6 weeks after the start of post-chase periods and histological analyses was performed at 6 h or 48 h after IND treatment. **b** H&E and immunostaining of the H2b-GFP^+^ cells in the stomach corpus following indomethacin-induced injury. At 48 hr after indomethacin treatment, Mki67 expression was unevenly distributed in GFP^+^ cells probably due to variegated effects of the treatment, and representative images near the basal layers where GFP^+^ cells highly express Mki67 are shown. Magnified images of white boxes are shown at bottom column. Arrowheads indicate Mki67^+^/GFP^+^ cells. -IND: untreated control. Scale bar, 100 µm. **c** Average fraction of Mki67^+^ cells among GFP-positive and negative chief cells at the indicated time points after the IND-induced injury. Mki67 staining was evaluated in GFP^+^/ Pla2g1b^+^ cells and GFP^-^/ Pla2g1b^+^ cells. The quantifed values are presented as the mean ± SD. n.s., not significant. n = 4 biologically independent experiments. **d** Representative images of triple staining of Mki67, GFP, and Atf4 at the indicated time after indomethacin treatment are shown. Merged images of white boxes are shown at far right. Arrowheads indicate Mki67^+^/GFP^+^/Atf4^+^ cells. -IND: untreated control. Scale bar, 100 µm.

## Discussion

In the present study, we systematically examined the gastrointestinal tract to identify long-term quiescent cells that retained H2b-GFP for extended periods in pulse-chase labeling experiments. We demonstrated that a subpopulation of chief cells in the gastric corpus remained in a slow-cycling state for > 2 months and yet were capable of initiating proliferation following tissue injury. Expression profiles of previously identified cell markers indicate that the identified population was distinct from previously reported reserve cell populations. In addition, the identified subpopulation exhibited a gene signature characterized by the unfolded protein response and activation of Atf4, a transcription factor associated with paligenosis. These results indicate that the identified slow-cycling cells represent a unique subset of chief cells that are associated with elevated stress response and primed for proliferation and tissue regeneration.

After tissue injury, the reserve cells are thought to transform into cycling cell population due to cellular plasticity^8^. The chief cell population, which is located near the basal layer of the corpus gland, is known to harbor reserve cell populations^33^. Burclaff et al. performed BrdU-labeling experiments and showed that chief cells, which rarely proliferate in the absence of damage, undergo massive proliferation after treatment with damage-inducing agents^10^. It is likely that the rarely proliferating BrdU-labeled cells that are present in the absence of damage correspond to the H2b-GFP labeled cells in this study. Here, we exploited live cell sorting of GFP-labeled cells to perform a molecular characterization of this rare population of the slow-cycling chief cells.

Previous reports have demonstrated that chief cell populations expressing markers, including *Lgr5*, *Troy*, *Mist1*, *Gpr30*, and *p57*, can regenerate the gastric corpus, indicating that cells expressing these markers function as a reservoir to reconstruct damaged tissues^12,13,41^. The expression of these markers was not associated with the GFP^+^-labeled population in our study, as *Mist1*, *Gpr30*, and *p57* were detectable at similar levels in four subpopulations of chief cells while *Lgr5* and *Troy* were undetetable in any of them. In contrast, Atf4 activity and the expression of its downstream genes were elevated in the 1a subpopulation. Considering that Atf4^+^/GFP^+^ cells preferentially start proliferation after injury, it is possible that Atf4 marks a subpopulation of chief cells that mainly contributes to tissue regeneration after indomethacin treatment.

Atf4 has been reported to be a key mediator of the integrated stress response^38,39^. Interestingly, the identified GFP^+^ cells were also associated with the unfolded protein response, which, together with Atf4, may confer higher resilience to damage-induced stress. Given their predicted anti-stress capacity, the GFP^+^ Atf4^high^ cells may preferentially survive during external injury.

Notably, induction of ATF3, a transcriptional target of Atf4, is one of the earliest events during the stepwise processes that mediate SPEM cell generation after injury^22^, suggesting that SPEM cells and the GFP^+^ cells share overlapping biological traits. In support of this possibility, another transcriptional target of Atf4 that was upregulated in GFP^+^ cells was *Ddit4* (Fig. 3d), which facilitates the initial phase of paligenosis via suppression of mTORC1^42^. In addition, one of the other transcription factors activated in the c1 subpopulation was Sox9 (Fig. 3e), which is another key player during the metaplastic processes of SPEM^21^. Considering the potential association of SPEM with preneoplastic processes^23^, the Atf4^high^/GFP^+^ cells may be the source of gastric cancer via transdifferentiation into SPEM-like cells.

## Methods

### Generation of inducible H2b-GFP knock-in mice

Generation of inducible H2b-GFP knock-in mice was performed by using CRISPR/Cas9^43^. In brief, a mixture containing a sgRosa26-1 crRNA^43^ (8.7 ng/μl, Fasmac, Japan), a tracrRNA (14.3 ng/μl, Fasmac, Japan), a single strand oligo donor nucleotide (ssODN) composed of 5′ arm, adenovirus splicing acceptor, SV40 pA, TRE3G promoter, H2b-GFP fusion cDNA, bovine growth hormone pA, EF1a promoter, Tet-on-3G sequences, rabbit beta globin pA, and 3′ arm (10 ng/μl, Fasmac, Japan), and Cas9 protein (80.5 ng/μl, New England Biolabs Japan) was microinjected into pronuclei of fertilized eggs of C57BL6/N mice. All animal care and experimental procedures were approved by animal ethics committees of National Cancer Center Research Institute (A410-19) and Tokyo Women’s Medical University (AE20-042-3), and we have complied with all relevant ethical regulations and guidelines for animal use.

### Validation of CRISPR-based knock-in of inducible H2b-GFP

Mouse tails were excised and lysed in 0.1 ml SNET buffer (20 mM Tris-HCl pH 8.0, 5 mM EDTA, 400 mM NaCl, 0.3% SDS) containing 0.02 mg/ml Proteinase K (Promega, MC5005) at 55 °C for 6 h. The lysates were diluted 100-fold with DNA suspension buffer (TEKnova, T0227), and 1 µl of the diluents was subjected to PCR (30 cycles of 98  °C for 10 s, 60  °C for 5 s, and 68 °C for 20 s) followed by an extension at 68 °C for 1 min in 20 μl buffer containing 1x KOD one DNA polymerase master mix (Toyobo, KMM-201), 200 nM forward primer, and 200 nM reverse primer. The sequence of the primers shown in Supplementary Fig. 1a are as follows: Rosa26-F: 5′- CAAGCACGTTTCCGACTTGA-3′, Rosa26-R: 5′- CCAATGCTCTGTCTAGGGGT-3′, Ins-F: 5′- TTCGTGAACGACATCTTCGAGCGC-3′, Ins-R: 5′- GTCTTGTAGTTGCCGTCGTCCTTG-3′.

### Doxycycline treatment

Four-week-old Rosa26^iH2b-GFP^ mice were orally administered with doxycycline-containing diet (200 mg/kg, Research Diets, Inc., Japan) for 4 weeks and then fed with standard diet without doxycycline for the indicated chase periods.

### Immunofluorescence

Gastrointestinal tissues were fixed in 10% formaldehyde overnight at 4  °C, embedded in paraffin, sliced into 4 μm sections, and stained with hematoxylin and eosin for histological examination. For immunofluorescent analyses, slides were subjected to antigen retrieval with 10 mM citrate buffer (pH 6.0) and stained with the following primary antibodies: rabbit anti-GFP (1:100; Cell Signaling, #2555); mouse anti-GFP (1:50; Santa cruz, sc-9996); goat anti-Cdh1 (1:100; R&D Systems, AF748); rabbit anti-Mki67 (1:100; Cell Signaling, #12202); mouse anti-Krt19 (1:50; Santa cruz, sc-6278); rabbit anti-Dclk1 (1:100; Abcam, ab109029); rabbit anti-Chromogranin A (1:100; Thermo Fisher scientific, #RB-9003); rabbit anti-Pla2g1b (1:100; Invitrogen, #PA5-96336); rabbit anti-Chia1 (1:100; Proteintech, 21484-1-AP); rabbit anti-Troy (1:100; Invitrogen, MA5-36190); rabbit anti-Atf4 (1:100; Bioss, bs-1531R); rabbit anti-Hspa8 (1:100; Abcam, ab51052); and rabbit anti-Furin (1:100; Cell Signaling, #04709). Subsequently, the slides were stained with the following secondary antibodies: donkey anti-goat IgG Alexa Fluor 555-conjugated (1:1000; Invitrogen, A21432); donkey anti-mouse IgG Alexa Fluor 647-conjugated (1:1000; Invitrogen, A31571); donkey anti-mouse IgG Alexa Fluor 750-conjugated (1:1000; Abcam, ab175739); donkey anti-rabbit IgG Alexa Fluor 647-conjugated (1:1000; Invitrogen, A31573); and donkey anti-rabbit IgG Alexa Fluor 750-conjugated (1:1000, Abcam, ab175728). For sequential immunostaining with primary antibodies from identical host species (i.e., double staining of Mki67 with Pla2g1b or Atf4), first-round staining was performed by using the Alexa Fluor 488 tyramide reagent (Invitrogen, B40953) and the VECTASTAIN Elite ABC Kit (Vector Laboratories, PK-6101) according to the manufactures’ protocols. Subsequently, the antibodies were removed by heating in a pressure cooker in 10 mM citrate buffer (pH 6.0) for 10 minutes, and then the slides were subjected to second-round staining. Nuclear DNA was counterstained with 10 µg/ml Hoechst 33342 (Invitrogen, H3570). Immunofluorescent images were examined with a fluorescent microscope (BZ-X810, Keyence).

### FACS sorting of gastrointestinal tissues

Stomach, small intestine, and colon tissues were obtained from doxycycline-treated or untreated mice, minced with razor blades, and incubated 45 min at 37 °C in HBSS (Gibco, #14025-092) supplemented with 3 mg/ml collagenase P (Roche, #11213865001), 1 mg/ml Dispase II (Roche, #04942078001), and 1 µg/ml DNase I (Roche, #10104159001). The dissociated cells were washed twice with FACS buffer [D-PBS(−) containing 0.5% BSA and 0.5 mM EDTA], and incubated with Accumax reagent (Innovative Cell Technologies, AM-105) for 15 min at 37 °C. Subsequently, cells were subjected to gentle pipetting and filtration with a 100 µm filter.

The enzymatically digested samples were subjected to antibody staining for 30 min on ice with anti-mouse Cd31 antibody conjugated with APC (1:300; Biolegend, #102410), anti-mouse Cd45 antibody conjugated with APC (1:300; Biolegend, #103112), and anti-mouse Epcam antibody conjugated with PE (1:300; eBioscience, #12-5791-82). After immunostaining, cells were subjected to Calcein Blue AM viability dye staining at 37 °C for 15 min according to the manufacturer’s protocol (Invitrogen, #65-0855-39). The stained cells were collected by centrifugation, re-suspended with FACS buffer, combined with TO-PRO3 Ready Flow reagent (Invitrogen, R37170), and subjected to sorting by FACS AriaIIIu (Becton Dickinson). Viable cells were selected as Calcein-blue^+^/TO-PRO3^-^. Hematopoietic cells and endothelial cells were removed by staining with Cd45 and Cd31, respectively. Epithelial cells were selected as Epcam-positive cells (Epcam^+^ cells), and GFP label-retaining epithelial cells were selected as GFP-positive cells within the Epcam^+^ cell population (GFP^+^ cells).

### Single-cell RNA-seq

Stomach tissues of doxycycline-treated female Rosa26^iH2b-GFP^ mice were isolated 6 weeks after the beginning of chase periods and subjected to epithelial cell isolation and FACS sorting for Epcam^+^ and GFP^+^ cells. The sorted cells from two female mice were combined and loaded onto a Chromium next GEM chip G (PN-2000177, 10x Genomics) and captured into Gel Beads-in-emulsion (GEMs) by using a Chromium Controller (10x Genomics). cDNA synthesis and sample-indexed library construction were performed using a Chromium next GEM single-cell 3’ reagent kit (PN-1000121, 10x Genomics) according to the manufacturer’s protocol. Libraries were subjected to sequencing on a HiSeq2500 (Illumina). Mapping of raw sequence reads to mm10 mouse reference genome (version 2020-A, provided by 10x Genomics) and the initial quality control was performed using Cell Ranger software v3.0.2 (10x Genomics). The gene count matrices were imported to Seurat software v4.1.1 running on R v4.1.2. Cell meeting the following criteria were removed from dataset: cells with > 15% of mitochondrial gene counts; cells with >8000 unique featureCounts; cells with <1500 unique featureCounts; cells with positive counts for *Ptprc* (*Cd45*) or *Pecam1* (*Cd31*) genes. In total, 4449 cells were subjected to further analyses.

### Single-cell RNA-seq data analysis

Analyses of the filtered gene count matrices were performed by Seurat pipeline (https://satijalab.org/seurat/articles/pbmc3k_tutorial.html). The single-cell gene expression counts were log-normalized by using NormalizeData() with a scaling factor of 10,000. The top 2000 most variable genes were identified by FindVariableFeatures(), scaled with ScaleData(), and subjected to principal component analyses to determine top principal components. Subsequently, the top principal components were subjected to Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction by RunUMAP(), which was subjected to graph-based cluster detection and visualization using DimPlot. Gene expression levels were represented as violin plots using VlnPlot() or feature plots by using FeaturePlot(). Differentially expressed genes (DEGs) for each cluster were identified by Wilcoxon’s signed-rank test using FindAllMarkers(). A *p* value (<0.05) and a log2 fold change (log2FC) cutoff (>0.25) were used to select DEGs. Co-expression of quiescent cell markers in the 1a subpopulation was examined by correlation coefficients and hierarchical clustering by Spearman method and ward-D2 method in corrplot (v0.92), respectively.

### Enrichment analyses

DEGs (a Bonferroni-adjusted *p* value < 0.05) between Epcam^+^ and GFP^+^ cells in cluster 1 chief cells were selected by using FindAllMarkers(), and GO enrichment analyses were performed by using clusterProfiler v4.2.2 to identify the top ten most significant GO terms in the biological processes (BP) and molecular functions (MF) categories. Gene concept networks were generated to depict the linkage of genes of selected GO terms by using centplot(). ssGSEA for single-cell RNA-seq data was performed using escape v1.5.1. The statistical significances of ssGSEA were calculated using getSignificance().

### Quantification of transcription factor activities

The inferred activities of major transcription factors in each cell were determined using VIPER (Virtual Inference of Protein-activity by Enriched Regulon analysis) v1.28.0., which is based on a curated collection of transcription factors and their target genes (DoRothEA v1.6.0). Transcription factor-target interactions classified as confidence levels A and B were exclusively used as high-quality regulons. VIPER scores were used for split violin plots, feature plots, or heatmaps using pheatmap v1.0.12.

### Indomethacin-induced stomach injury

Doxycycline-treated Rosa26^iH2b-GFP^ mice at 6 weeks after the beginning of chase periods were subjected to fasting overnight with free access to water, and then orally administrated with 20 mg/kg indomethacin in 0.5% carboxymethylcellulose and 20% ethanol. The stomachs of the indomethacin-treated mice after 6 h (*n* = 4) and 48 h (*n* = 4) of indomethacin administration were subjected to histological examination and immunofluorescence. Non-treated mice were used as control (*n* = 4). The numbers of GFP^+^ and GFP/Mki67^+^ cells within the bottom third of the corpus epithelia were counted to evaluate the emergence of GFP^+^ chief cells initiating proliferation.

### Statistics and reproducibility

Data are represented as mean ± standard deviation. For calculation of *p* values, two-tailed Student’s *t* test was performed except comparison of data shown in Supplementary Fig. 4e, for which the Wilcoxon test was used for the calculation. The number of replicates was described in figure legends.

### Supplementary information

Supplementary Information

Description of additional supplementary files

Supplementary Data 1

## Data Availability

The RNA-seq data are available at the Gene Expression Omnibus (GEO) database with accession number GSE213755. Numerical data underlying all graphs and plots in the manuscript can be found in Supplementary data file. All the other data within the article and its Supplementary Information are available from the corresponding authors.

# Supplementary material for: Elevated stress response marks deeply quiescent reserve cells of gastric chief cells
**Source:** Commun Biol. 2023 Nov 20;6:1183. doi: 10.1038/s42003-023-05550-2
**Supplement:** Supplementary file 1 — Supplementary Information

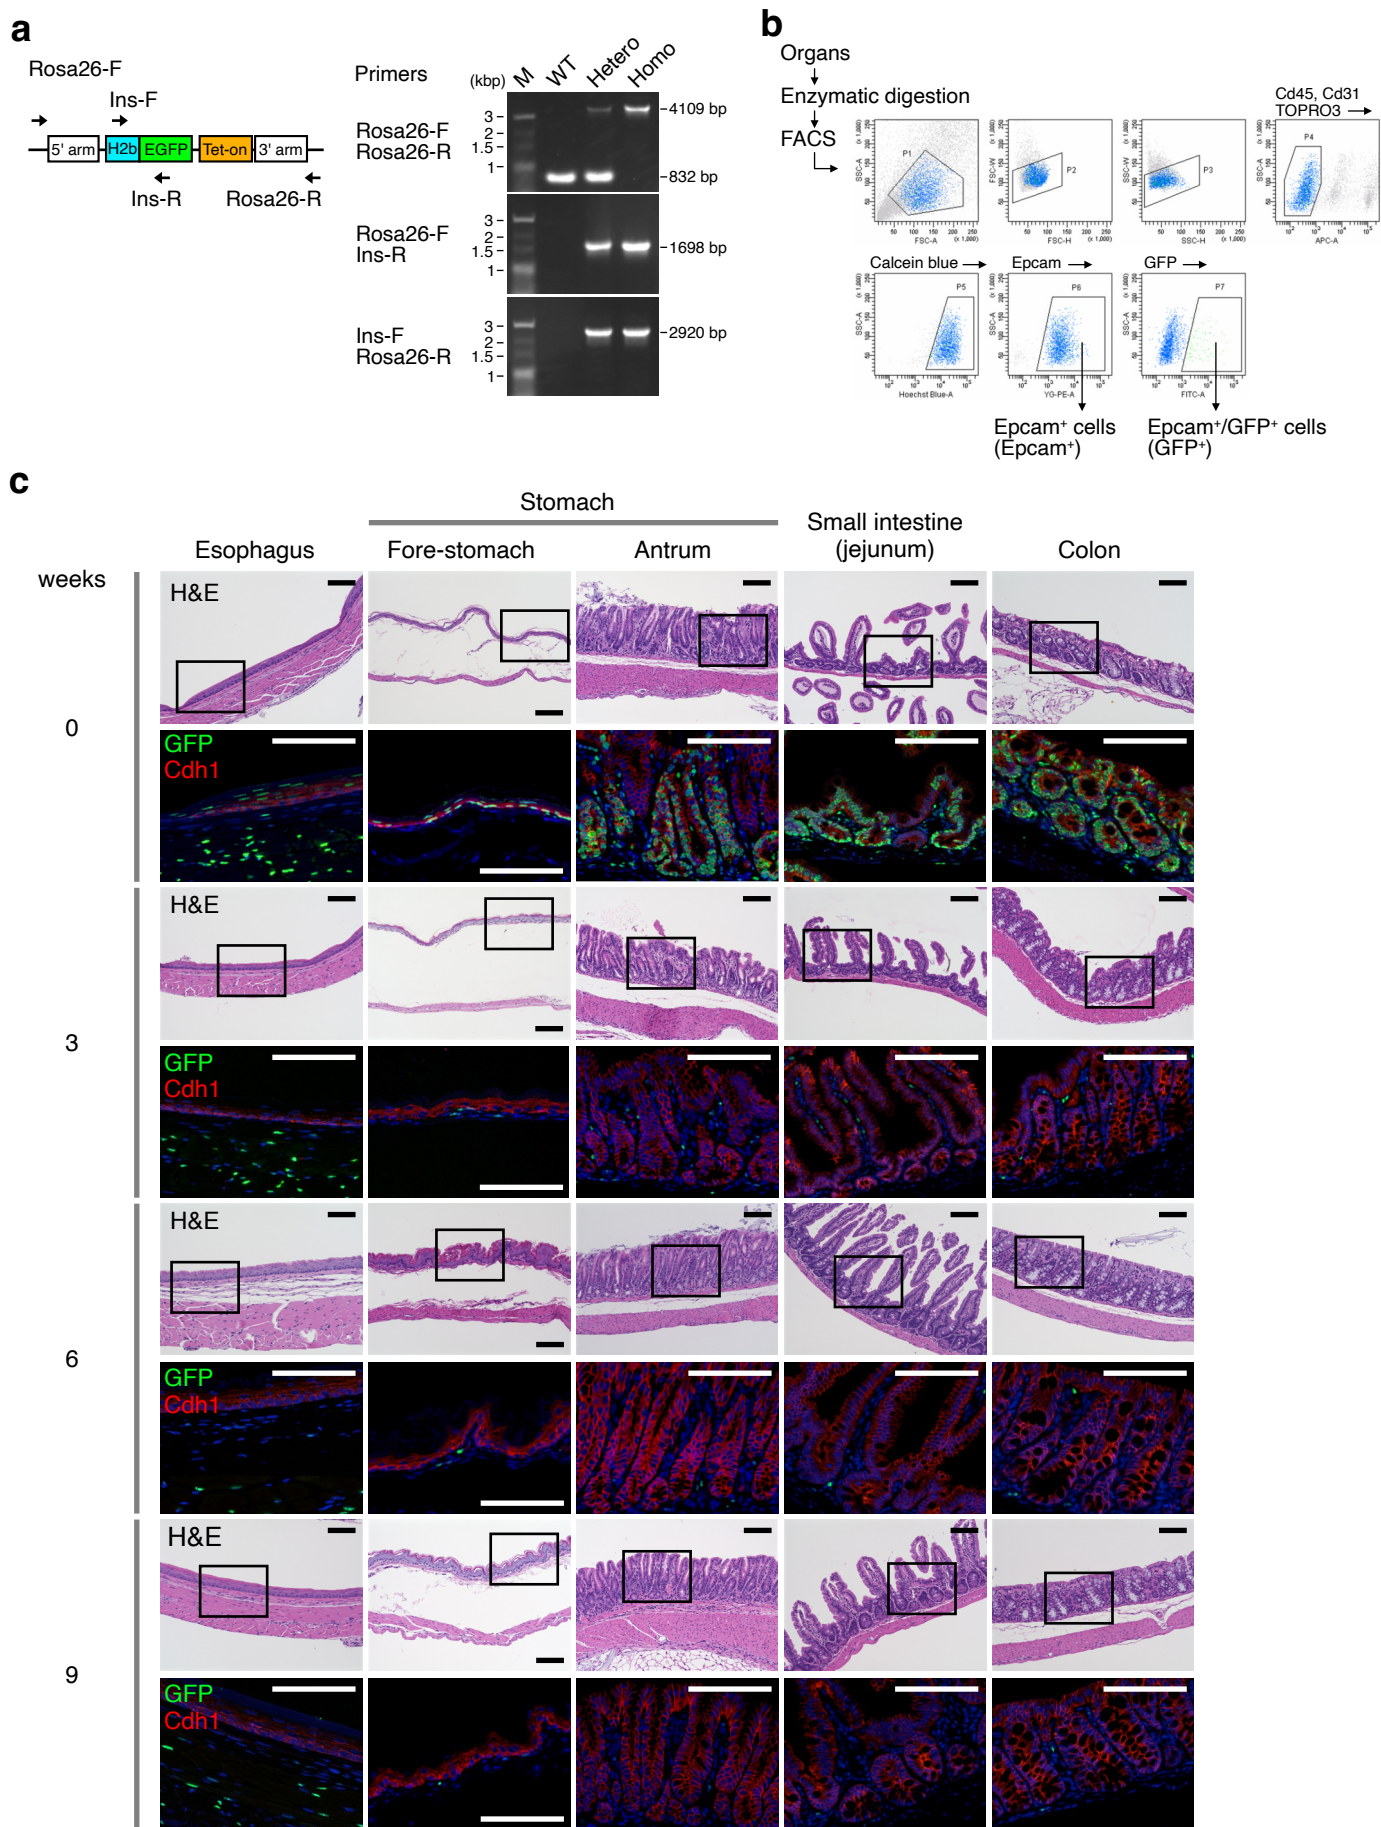

Supplementary Figure 1

**Supplementary Fig. 1** Stomach epithelia specifically harbor label-retaining long-term quiescent cells. **a** Validation of integration of the inducible H2b-GFP cassette at the *Rosa26* loci. (left) a schematic illustration of positions and directions of primers used to examine cassette integration. (right) PCR amplification of genomic fragments from wild type (WT), *Rosa26*<sup>wt/IH2b-EGFP</sup> (Hetero), and *Rosa26*<sup>IH2b-EGFP/IH2b-EGFP</sup> (Homo) mice. M, size markers. **b** Experimental scheme for FACS sorting of Epcam<sup>+</sup> cells and GFP<sup>+</sup> cells. **c** H&E (upper panel) and immunostaining (lower panel) of the H2b-GFP<sup>+</sup> cells in gastrointestinal tissues (esophagus, forestomach, antrum, small intestine, and colon) at the indicated times (weeks) after the beginning of chase periods. Black boxes indicate the regions shown in immunostaining. Scale bar, 100  $\mu$ m.

**a**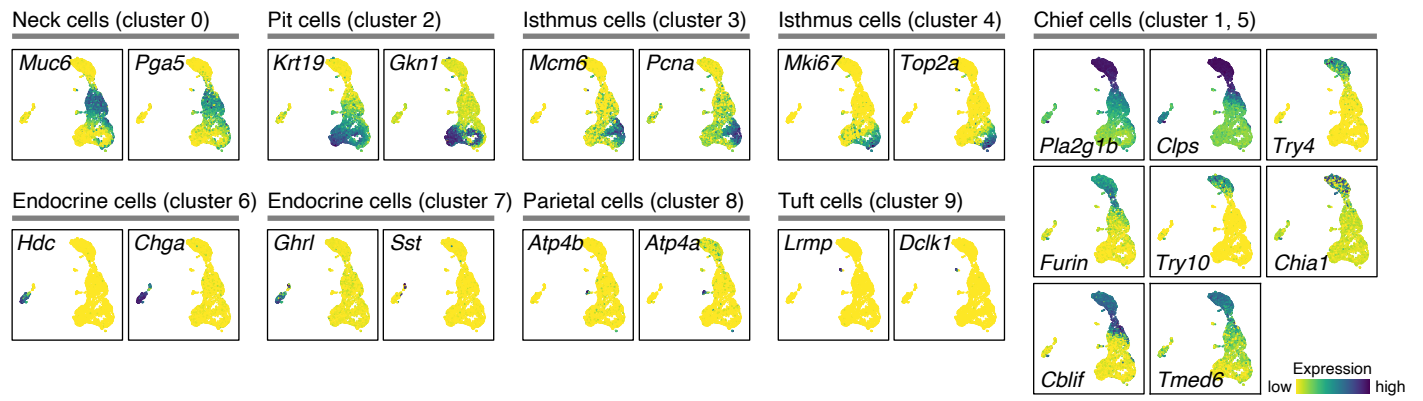**b**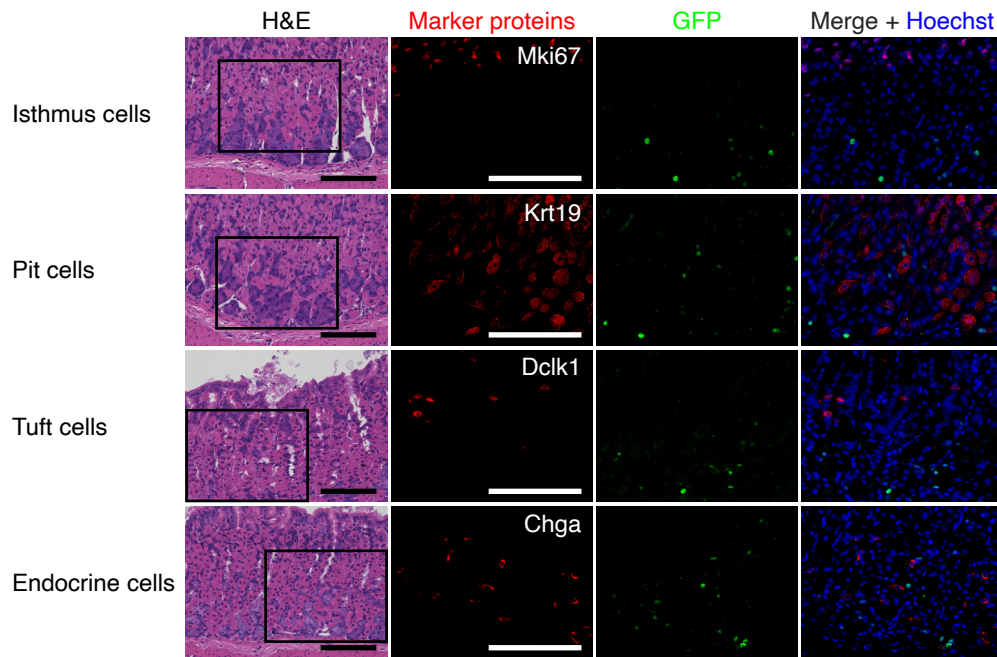

**Supplementary Fig. 2** Long-term quiescent cells in the stomach are localized to the gastric corpus. **a** Expression levels of the indicated marker genes in the stomach epithelial cells shown in UMAP Feature plots. **b** H&E and immunostaining of the H2b-GFP<sup>+</sup> cells of stomach corpus at 6 weeks after the beginning of chase periods. Black boxes in the H&E images show the regions corresponding to the immunostainings (the indicated marker proteins and GFP). Black boxes indicate the regions shown in immunostaining with the indicated antibodies. Scale bar, 100  $\mu$ m.

**a**GO enrichment (GFP<sup>+</sup> v.s. Epcam<sup>+</sup>, Molecular function)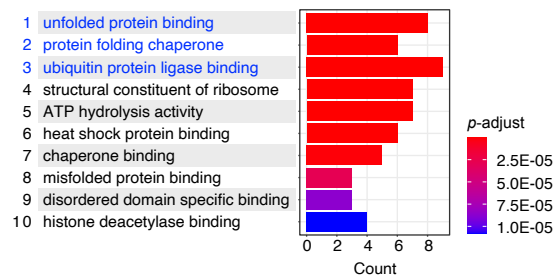**b**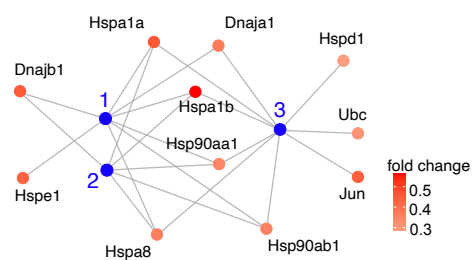**c**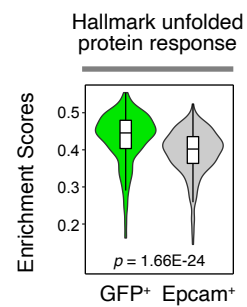

**Supplementary Fig. 3** Atf4 and the unfolded protein response pathway are activated in deeply quiescent chief cells. **a** Gene Ontology (GO) term enrichment analyses (Molecular function) of GFP<sup>+</sup> chief cells. The top ten GO terms enriched in GFP<sup>+</sup> cells in comparison to Epcam<sup>+</sup> cells are shown. The *p*-values and gene counts of top 10 GO terms enriched in GFP<sup>+</sup> cells in comparison to Epcam<sup>+</sup> cells are shown. The top three terms were shown in blue characters. *p* value of each GO term is color labeled. **b** Gene-concept network for top three GO terms. Blue dots represent the top three terms shown **a** (1, unfolded protein binding; 2, protein folding chaperone; 3, ubiquitin protein ligase binding). **c** Violin plots of ssGSEA enrichment scores (unfolded protein response). Calculation of the enrichment score was performed by using GFP<sup>+</sup> (402 cells) and Epcam<sup>+</sup> cells (494 cells) of the cluster 1 population.

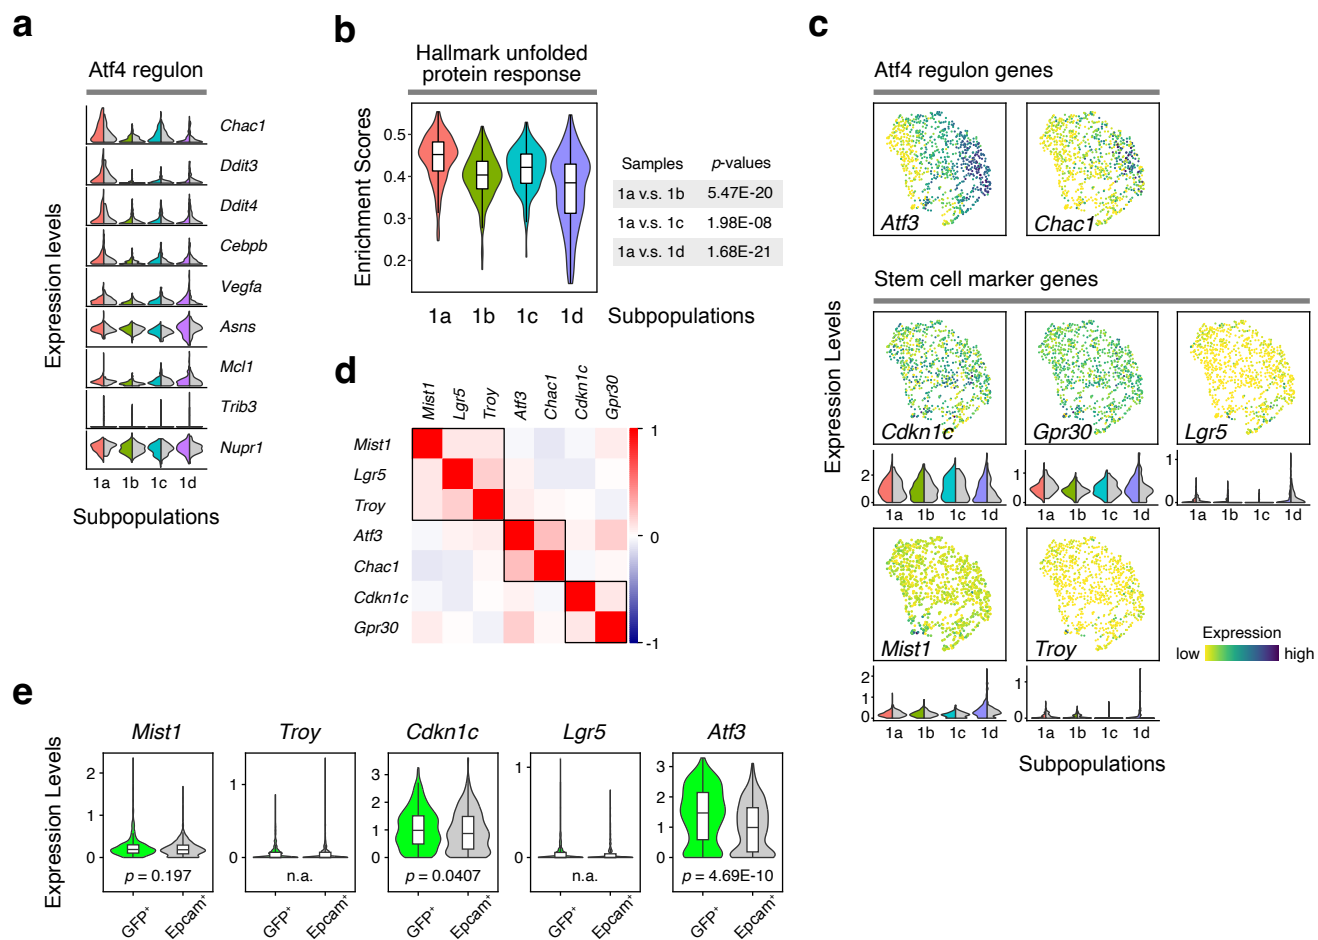

Supplementary Figure 4

**Supplementary Fig. 4**  $Atf4^{high}$  quiescent cells comprise a unique subpopulation of chief cells. **a** Split violin plots for the *Atf4*-regulated genes organizing the *Atf4* regulon (left: mixture of *Epcam*<sup>+</sup> cells and GFP<sup>+</sup> cells, right: *Epcam*<sup>+</sup> cells). **b** Violin plots of ssGSEA enrichment scores (unfolded protein response). Calculation of enrichment score was performed using the indicated subpopulation of cluster 1 (numbers of cells: 1a = 279, 1b = 260, 1c = 181, 1d = 176). **c** Expression levels of the indicated stem cell marker genes in c1 chief cells shown in UMAP feature plots (upper panels) and split violin plots (lower panels). (left: mixture of *Epcam*<sup>+</sup> cells and GFP<sup>+</sup> cells, right: *Epcam*<sup>+</sup> cells). **d** A correlation matrix for known quiescent markers (*Mist1*, *Lgr5*, *Troy*, *Cdkn1c*, *Gpr30*) and *Atf4* target genes (*Atf3*, *Chac1*) in the c1 chief cells. **e** Violin plots of the indicated chief cell markers and *Atf3* in cluster 1 GFP<sup>+</sup> cells (402 cells) and *Epcam*<sup>+</sup> cells (494 cells).

# Supplementary material for: Elevated stress response marks deeply quiescent reserve cells of gastric chief cells
**Source:** Commun Biol. 2023 Nov 20;6:1183. doi: 10.1038/s42003-023-05550-2
**Supplement:** Supplementary file 2 — Description of additional supplementary files

Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** The source data behind the graphs in the paper.

How the deposited data were processed for this re-analysis (not part of the article)

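Epcam+ cells and Epcam-positive GFP+ cells of the mouse stomach were sorted after 4 weeks of doxycycline and a 6-week chase and sequenced as single cells, in 2 libraries of each sort. The authors counted UMIs with Cell Ranger 3.0.2 on mm10 and removed cells with more than 15% mitochondrial counts, more than 8000 or fewer than 1500 genes, or any Ptprc or Pecam1 count. The files give raw UMI counts, which are whole numbers, for 17712 genes in 4449 cells, of which 21 genes have no count, and the authors' cluster and library of each cell. The number of principal components and the resolution behind the clusters are not given in the sources used here. No column of the files was left unused. The totals were 73876885 UMIs in Epcam+ 1, 79455225 in Epcam+ 2, 35571141 in GFP+ 1 and 47222033 in GFP+ 2. The median share of mitochondrial UMIs per cell was 5.89%, 6.45%, 4.67% and 1.69% in the same order. In cluster 1, the 3 genes Clps, Pla2g1b and Pgc held 82.5%, 81.7%, 82.5% and 82.6% of the UMIs.

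UMIs were summed per library and cluster. GFP+ and Epcam+ libraries were compared within a cluster with edgeR 4.0.16 (R 4.3.3), using TMM factors, the filter filterByExpr, the quasi-likelihood test (two-sided) and Benjamini-Hochberg adjustment at 0.05, with no block for the replicate number. Other cell types were compared in the same way where each library held at least 20 cells of the cluster, and the difference in effect from cluster 1 was tested as an interaction with the library as a block. Clusters and subpopulations were compared with the library as a block. Numbers of cells per cluster were tested with edgeR's quasi-likelihood test with the cells of the library as library size, and the shares by an exact permutation of the library labels, whose smallest p is 0.333. Gene lists were tested with camera in limma 3.58.1, with the preset correlation of 0.01 and with an estimated correlation, and adjusted over the lists. With an estimated correlation, a list raised by a factor of 1.5 in simulated counts did not pass (camera, adjusted p = 0.188). A failure to pass in that setting therefore decides nothing. CPM values within cluster 1 are TMM-normalized, and CPM values across clusters are unscaled unless TMM is named.

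The comparisons, the genes to be named, 29 gene lists and 44 alternatives were chosen before the data were examined. The lists were the Atf4 regulon of Fig. 3d, the protein folding genes of Fig. 3b, integrated stress response targets of Atf4, the endoplasmic reticulum unfolded protein response, cytosolic heat shock genes, immediate-early genes, chief cell secretory products, reserve markers, proliferation genes, CDK inhibitors and quiescence genes, metaplasia and paligenosis genes, autophagy and lysosome genes, cholesterol synthesis, hypoxia and glycolysis, interferon response, mitochondrially encoded genes, ribosomal protein genes, and markers of neck, pit, isthmus, chief, endocrine, parietal, tuft, squamous, immune, endothelial, fibroblast and muscle, and red blood cells. The first 2 lists were taken from figures the study made from these libraries. Named are measured genes that the paper names and the most abundant members of each list. Not every gene of the paper is covered, since Sox9 and Dclk1 were measured but their values are not given. Also named are the 10 genes with the largest rise and the 10 with the largest fall past the threshold in each comparison. These needed a mean of at least 50 CPM and the same direction of change in both replicate numbers. Genes named outside this rule were chosen after their values were seen. A gene that was counted but is not named is not reported here. A further 7 alternatives were added after seeing the data.

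The authors' clusters were used throughout. For the alternatives, cells were clustered again with Seurat 5.3.0 (log-normalization to 10000 counts, 2000 variable genes, 20 principal components, lowest resolution that gives 10 clusters), and cluster 1 cells with 10 principal components for 4 subpopulations. The first 1691 of the 4449 rows of Supplementary Data 1 were held and name the subpopulation of 300 cluster 1 cells. Tests between these labels used groups of at least 10 cells per library. The labels were carried to the other cluster 1 cells by 15 nearest neighbours over 20 principal components with scikit-learn 1.9.0 (Python 3.11.15), and in 7 other forms, with logistic regression, 10 components or genes ranked by variance, all chosen after seeing the data. Doublets were called per library with Scrublet in scanpy 1.11.5. For shares of cells with a UMI, cells were thinned without replacement to the 10th percentile of the UMIs per cell, 16880 over all cells and 49232 within cluster 1, and shallower cells were left out. DESeq2 1.42.0 was run as an alternative test. Intervals of shares are 95% Wilson intervals from scipy 1.17.1, and a count of 0 allows up to 3 counts, which covers counting error only. VIPER, DoRothEA, the escape package and the Hallmark gene sets were not used here, and means over gene lists stand in their place. GO enrichment was not repeated. Positions and transcript lengths come from GENCODE vM21 on GRCm38, where 17423 of 17712 genes have a position under their symbol, Cblif and Ddit3 not among them.

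The steps were tested on simulated data, made from the group means and dispersions of each comparison with 200 genes changed. For GFP+ against Epcam+ in cluster 1 over 10023 genes, edgeR called 28.8% of genes changed by a factor of 1.5, 77.6% by a factor of 2 and 95.3% by a factor of 4, and 8 unchanged genes, and DESeq2 called 19.7%, 58.2% and 82.8% and 1 unchanged gene. In endocrine cells over 9667 genes edgeR called 14.1%, 54.7% and 95.2% at these factors. The interaction with neck cells over 12169 genes called 13.6%, 50.8% and 65.2%, and that with endocrine cells over 12418 genes 4.62%, 21.2% and 50%. Cluster 5 against cluster 1 over 9755 genes called 59.3%, 87.5% and 100%, and 1a against the other subpopulations over 6986 genes 16.7%, 66.7% and 92.1%. Of 25 lists left unchanged, camera with the preset correlation passed 0.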

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

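The tests of the stress genes in pit cells and in GFP+ 1, the comparison of short ribosomal protein genes with endocrine cells, the tests of other short genes in cluster 5, pit and endocrine cells, the values of GFP+ 1 within subpopulations, the repeats without doublets outside cluster 1 and the repeats of the differences between cell types with a library left out were chosen after the results were seen. So were the 10-fold ratio between cell types that picks the pit and endocrine genes below, and the decisions to treat the free RNA test of endocrine genes and the doublet test as undecided.

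Neck, pit, cluster 5 and endocrine cells hold signals between the sorts that the paper, which compares them in cluster 1, does not report. At an unadjusted p under 0.05, neck cells had 632 higher and 660 lower genes in GFP+ libraries, but 273 and 1494 without TMM factors. After adjustment edgeR with TMM factors called 10 genes higher and 8 lower there. Without GFP+ 1 these calls were 190 and 85, without GFP+ 2 70 and 50, without Epcam+ 1 8 and 13, and without Epcam+ 2 2 and 5. The higher genes included the chief cell products Clps (log2 fold change 1.18, adjusted p = 0.00604), Cblif (1.11, adjusted p = 0.0135) and Pla2g1b (0.83, adjusted p = 0.0142), each in 2 of 2 GFP+ libraries above both Epcam+ libraries. Chief cells were also more frequent in the GFP+ libraries, and free RNA from them was not tested as a source of these products. Cblif lost its call without Epcam+ 2 and Pla2g1b without either Epcam+ library, and adjusted p of these 3 genes ran from 5.6e-14 to 0.17 over the alternatives. Also higher were Rnaset2b, Lars2 and AY036118 (0.99, 0.88 and 0.66), while Lgals2, Mgst3 and Ctse were lower (-1.36, -1.16 and -0.85). Lgals2 and Mgst3 are among the genes specific to pit cells, which were low in neck cells as a group (median -1.20, 19 of 19 lower). Of these 6 genes, only Lgals2 and Mgst3 kept their call without Epcam+ 1, and only Lgals2 without Epcam+ 2.

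In GFP+ pit cells 941 genes were higher and 813 lower at an unadjusted p under 0.05, but 488 and 1586 without TMM factors. The GFP+ libraries held 69 pit cells, and whether these had kept the label was not tested. After adjustment edgeR with TMM factors called 23 genes higher and 17 lower. Leaving out a library raised these numbers each time, to between 71 (without Epcam+ 1) and 101 (without GFP+ 2) higher genes and between 31 (without GFP+ 2) and 62 (without Epcam+ 2) lower genes. The largest rises among abundant genes were those of Smim24 (1.35), Rep15 (1.33), 2210407C18Rik (1.29), Lgals4 (1.13), Hsd17b11 (1.11), Plk3 (1.06), Tmsb10 (0.93), Mal (0.92), Ces2c (0.90) and Gsta1 (0.86). Smim24, Plk3 and Ces2c lost their call without GFP+ 1. Lower were Spp1 (-1.61), Fam3c (-1.05), Erlin1 (-0.97), Fundc2 (-0.76), H2afv (-0.74) and Lrpap1 (-0.72), of which H2afv lost its call without GFP+ 1 and Fundc2 without GFP+ 1, GFP+ 2 or Epcam+ 1.

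In cluster 5 chief cells 4 genes were higher and 24 lower, with 342 and 423 at an unadjusted p under 0.05, and among the higher ones were Hspb1 and Plk2. Without GFP+ 1 edgeR called 103 and 70 genes, without GFP+ 2 75 and 151, without Epcam+ 1 1 and 10, and without Epcam+ 2 4 and 38. The lower genes were led by Gsta1 (-1.96), Muc5ac (-1.82), Gsdma2 (-1.78), Ptgr1 (-1.59) and Mucl3 (-1.57), followed by Mgst3 (-1.43), Tff1 (-1.27) and Gsta4 (-1.22). Mgst3, Tff1 and Gsta4 lost their call without Epcam+ 1, and Tff1 also without Epcam+ 2. Genes specific to pit cells were low as a group in cluster 5 (median -1.68, 21 of 22 lower). Of the 278 cells of cluster 5, 37 were called doublets (13.3%), and without them edgeR called 0 genes higher and 0 lower there, with 225 and 207 at an unadjusted p under 0.05, while Gsta1 and Mgst3 stayed at -1.96 and -1.43, Muc5ac was at -0.74 and Mucl3 at -0.49.

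In endocrine cells of cluster 6, edgeR called 6 genes higher and 16 lower, with 340 and 358 at an unadjusted p under 0.05. Without Epcam+ 1 these were 47 and 48, without Epcam+ 2 24 and 86, without GFP+ 1 3 and 15, and without GFP+ 2 6 and 8. Gast had the largest rise (8.06), but its UMIs came from 1 cell in GFP+ 1 and 2 cells in GFP+ 2. Pcsk2, Tm4sf4 and Serpina7 were higher (1.23, 0.94 and 0.76), and each lost its call when 1 of the GFP+ libraries was left out. Tff1, Agr2, Tff2, Gkn2, Mgst3, Psca, Id1, Ifi27 and Clps were lower (-3.63, -3.30, -2.90, -2.38, -1.66, -1.60, -0.97, -0.88 and -0.62), and all but Tff2 and Gkn2 lost their call in edgeR when GFP+ 1 or GFP+ 2 was left out. Pit genes had a median of -2.41 there (11 of 12 lower). Without cells called doublets 1 gene was higher and 2 were lower, Gast was at 6.29, Pcsk2 at 0.71, Tff2 at -0.96 and Gkn2 at -1.62, all 4 no longer called, and Tff1 kept its call at -1.59. In pit cells 18 and 15 genes were called without doublets, with Smim24 and Fundc2 lost, and in neck cells the counts stayed at 10 and 8.

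The change between the sorts itself differed between cluster 1 and each of these cell types, by a test of the interaction in edgeR. Against neck cells 2 genes had a larger and 12 a smaller change in cluster 1, with 678 of 12340 genes at an unadjusted p under 0.05. The larger ones were Ghrl and Chga (a difference of 2.25 on the log2 scale for Chga, which rests on 1 cell of cluster 1 in each GFP+ library, with 77.6% and 82.6% of its UMIs). The smaller ones were 2210010C04Rik (-3.75), Depp1 (-2.21), Mt2 (-2.09), Pga5 (-1.96), Muc6 (-1.5), Clps (-1.20), Cblif (-1.20), Cdkn1c (-0.99), Pla2g1b (-0.81), Furin (-0.71), Pnliprp2 (-0.58) and Pgc (-0.42). For the chief cell products among them, free RNA of chief cells in neck cells was not tested. The differences of Clps, Cblif, Cdkn1c, Pla2g1b, Furin and Pgc kept their direction with any library left out, but Cdkn1c lost its call without Epcam+ 2 (-0.78, adjusted p = 0.189), Furin without either Epcam+ library or GFP+ 2, and Pgc without any one of the 4 libraries. The counts became 16 and 24 without GFP+ 1, 3 and 7 without Epcam+ 1, 2 and 10 without Epcam+ 2 and 2 and 9 without GFP+ 2.

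Against pit cells 16 genes had a larger and 19 a smaller change in cluster 1 (993 of 12230 unadjusted), among them Krt19 with -1.93. With GFP+ 1 left out these numbers were 96 and 64, with Epcam+ 1 left out 67 and 35, with Epcam+ 2 left out 43 and 55, and with GFP+ 2 left out 25 and 45. Against cluster 5, 2 genes, Klf4 and Chga, had a larger and 0 a smaller change in cluster 1 (620 of 11566 unadjusted), and no gene passed without TMM factors. Chga differed by 4.12, again through the same 2 cells, and its call was lost without Epcam+ 1 (1.78) or GFP+ 1 (3.63), while leaving out GFP+ 2 gave 38 and 15 genes, GFP+ 1 7 and 7, Epcam+ 2 5 and 7, and Epcam+ 1 4 and 3. Against endocrine cells 44 genes had a larger and 4 a smaller change (650 of 12660 unadjusted), which became 86 and 14 without GFP+ 1, 75 and 3 without Epcam+ 2, and 40 and 8 without Epcam+ 1. Chga differed by 2.38, which rests on those 2 cells too. Pgc and Cblif differed by 2.19 and 2.20, past the threshold with any library left out, although Cblif was at 1.11 without Epcam+ 1, 1.45 without GFP+ 2 and 3.56 without GFP+ 1, and Pgc at 1.45 without GFP+ 2. Without cells called doublets the counts were 14 and 13 against pit cells, 0 and 0 against cluster 5, and 19 and 3 against endocrine cells, while those against neck cells stayed at 2 and 12. Atf3 differed by 0.90 (adjusted p = 0.0106), and not past the threshold without Epcam+ 1 (0.65, adjusted p = 0.483).

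Stress gene lists differed between cell types too, with camera at the preset correlation. No list passed the threshold at an estimated one, a setting that also missed a raised list in simulated counts. The study picked the protein folding genes in cluster 1 of these libraries, which favours a larger change there. The protein folding genes of Fig. 3b changed more in cluster 1 than in pit cells by a median of 0.63 (adjusted p = 0.00199; adjusted p = 0.682 with an estimated correlation), and cytosolic heat shock genes by 0.31 (adjusted p = 0.0027; adjusted p = 0.682 with an estimated correlation). Without Epcam+ 2 these were 0.47 and 0.27, at adjusted p = 0.0634 and 0.0745, and without GFP+ 2 they were 0.28 and 0.23. Against endocrine cells the medians were 0.46 for folding (adjusted p = 0.0274; adjusted p = 0.725 with an estimated correlation), 0.37 for heat shock (adjusted p = 0.0226; adjusted p = 0.725 with an estimated correlation) and 0.61 for immediate-early genes (adjusted p = 0.000401; adjusted p = 0.681 with an estimated correlation). These rest on GFP+ 2, without which they were 0.064, 0.038 and 0.38, none past the threshold. The folding and heat shock lists also lost their call without Epcam+ 2, at 0.34 and 0.28. The unfolded protein response changed less in cluster 1 than in cluster 5, by -0.23 (adjusted p = 0.00709; adjusted p = 0.939 with an estimated correlation), and lost its call without Epcam+ 1 (-0.21) or GFP+ 1 (-0.14).

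A first pattern is the high level of the stress genes of Fig. 3b and 3d in cluster 1 of GFP+ 2, where the median log2 difference of 19 genes from the Epcam+ libraries was 0.77. Deeper sequencing of its chief cells than of Epcam+ ones is argued against as the whole cause by thinned cells, which kept 0.88 (standard error 0.11). Chief cells of GFP+ 1 had nearly the same depth, at a median of 163589 UMIs beside 165757 in GFP+ 2, and lay at 0.17. Handling of GFP+ 2 as a whole stays open, since pit cells, at 0.023 (standard error 0.10), lack the rise but neck cells carry it. A larger share of one chief cell subpopulation may explain part, since within subpopulations made without these genes the difference was 0.40 (standard error 0.060). Those subpopulations still differed in these genes, so this value does not separate their share from the level of the genes. Label retention stays open as well, since GFP+ 1 lay above the Epcam+ libraries by 0.17 (standard error over genes 0.037) but above Epcam+ 1 by only 0.091, with Epcam+ 2 at -0.13 from Epcam+ 1, while within those subpopulations GFP+ 1 lay above by 0.29 beside 0.40 in GFP+ 2, so it cannot be told apart from handling that reaches chief and neck cells alone.

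A second pattern is the higher level of ribosomal protein genes with transcripts under 600 nt in cluster 1 of the GFP+ libraries. The median was 0.27 there (standard error 0.12, 18 of 23 genes higher). It was 0.20 in cluster 5 (standard error 0.11, 15 higher) and 0.18 in neck cells (standard error 0.14, 14 higher). Endocrine cells had 0.17 (standard error 0.096, 16 higher). In pit cells it was 0.054 (standard error 0.093, 13 higher), which lies within its standard error. A bias toward short transcripts is argued against as the whole cause in chief and neck cells, where other short genes exceeded longer ones by 0.050 (standard error 0.034) in cluster 1, 0.032 (standard error 0.032) in neck cells and 0.039 (standard error 0.040) in cluster 5. It stays open in pit and endocrine cells, where they did so by 0.15 (standard error 0.027) and 0.11 (standard error 0.032). Counts taken up by a few genes stay open, as the median without the 20 most abundant genes was 0.18 (standard error 0.11), and so does label retention in chief cells, as the change exceeded that of endocrine cells by 0.063 (standard error 0.016). Reads shared with paralogs or pseudogenes were not tested.

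A last pattern is that genes specific to pit cells were low in GFP+ chief cells of cluster 1 (median -1.29, 16 of 16 genes lower) and endocrine genes high (median 0.46, 28 of 36 higher). For pit genes a candidate explanation is free RNA that follows the makeup of each cell suspension. They were low in neck cells as well (-1.25, standard error 0.14), in cluster 5 (-1.17 without doublets) and in endocrine cells (-0.97 without doublets). For endocrine genes the test is undecided, at 0.096 (standard error 0.10) in neck cells over genes that shift by 0.064 in cluster 1. Endocrine genes did not rise in pit cells (-0.23, standard error 0.19, 8 of 24 higher) or in cluster 5 (-0.00065, standard error 0.097, 10 of 20 higher). Only these 24 and 20 of 62 endocrine genes were tested there, so the values do not decide it either. Doublets stay open, since leaving out cells called doublets removed only 4 of 896 cluster 1 cells, so that the 98.6% (standard error 2.83) of the shift of pit genes and 98.5% (standard error 5.70) of that of endocrine genes kept without them decide nothing. Chief cells that express endocrine genes themselves stay open, since the top 5% of cluster 1 cells held 26.0% of the UMIs of the endocrine markers in Epcam+ 1 and 81.1% in GFP+ 2. Label retention was not tested as an explanation of this pattern and stays open.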

How the results depend on the processing

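The ratio over cells, the labels carried from the supplement in 8 forms the removal of the 20 most abundant genes between clusters, other scaling between subpopulations, and the removal of doublets between clusters and in cell types other than cluster 1 were chosen after seeing the data. Over all alternatives, 2069 values kept their direction and their side of the threshold or lay within the spread of the replicates. Of the others, 192 lost their call in the same direction, 102 gained one, 143 turned their direction and 138 moved. Where a value near 0 turned its direction the cause was not tested, and the same holds for each change below unless the setting itself gives it. The higher share of cluster 1 among GFP+ cells, the lower level of 2210010C04Rik and the higher Lgr5 in cluster 5 kept their direction throughout.

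In cluster 1 the numbers of genes higher and lower in GFP+ cells, 4 and 5 in edgeR, depended on the test and the genes tested. Without a filter on low counts they were 186 and 50 among 15390 genes, of which 179 and 44 are genes that the filter keeps. The prior degrees of freedom of that fit were infinite, against 7.34 with the filter, so 1 trend of the variance stood in for the spread of each gene. The log2 fold change of Atf3 was 0.77 with the filter and 0.76 without, while its adjusted p went from 0.495 to 4.8e-14, so these added calls follow from the assumed spread. With genes of at least 50 CPM only, edgeR called 0 and 0 of 409 genes, with 49 and 44 at an unadjusted p under 0.05. They were 0 and 2 with clusters 1 and 5 pooled, 0 and 3 with 30 principal components, 1 and 1 with 12 clusters sought, and 1 and 0 with the mean of log-normalized values in limma, where 316 and 376 had an unadjusted p under 0.05. DESeq2 called 12 higher genes, library totals without TMM factors gave 8, and thinning gave 3 lower genes. With the paper's minimum fold change no gene was added or lost. In other cell types DESeq2 called 23 and 15 genes in neck cells and 113 and 48 in pit cells. Without TMM factors 4 genes were higher in neck cells and 7 in pit cells, 40 were lower in cluster 5, and 12 and 26 were called in endocrine cells. With thinned cells 91 and 31 were called in pit cells, 7 were lower in cluster 5, and 3 and 2 were called in endocrine cells. Without doublets 0 and 0 genes were called in cluster 5, 1 and 2 in endocrine cells, and 18 and 15 in pit cells. The regulon in cluster 5 was then at 0.22, and the immediate-early list in endocrine cells at -0.19.

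With the replicate number as a block, 288 and 124 genes were called in cluster 1, 355 and 310 in neck cells, 150 and 72 in pit cells and 33 and 65 in endocrine cells, and 2 were higher in cluster 5. Only 2 pairs stand behind this block, and no source used here says that the number marks shared animals. The deviations of libraries with the same number correlated over all genes at 0.18 in cluster 1, 0.23 in neck, 0.18 in pit, -0.037 in cluster 5 and 0.15 in endocrine cells, and over genes above 16 CPM at 0.38, 0.40, 0.32, -0.032 and 0.16.

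The Atf4 regulon lost its call with genes of at least 50 CPM (median log2 fold change 0.11, adjusted p = 0.514; 3.8e-06 to 0.514 over the alternatives), where few of its genes remain. By the ratio over cells its median was 0.065 and that of the chaperone genes 0.37. The unfolded protein response list, at -0.0056, turned to 0.096 with clusters 1 and 5 pooled, 0.094 with 30 principal components, 0.014 with thinned cells and 0.00024 with limma. Between clusters, the regulon median of cluster 1 over the other types, 1.38, was 1.61 with 30 principal components, 1.58 without the 20 most abundant genes and -1.33 without TMM factors, where Atf3 was at -1.73. The turned values follow from the totals, of which Clps, Pla2g1b and Pgc take most in cluster 1. Tnfrsf19 in cluster 5 over cluster 1 went from 0.28 to 1.97 without TMM factors. Bmi1 in cluster 1 over the isthmus was 0.034 in the Epcam+ libraries alone. Without TMM factors the median of all genes was -0.12 in neck and -0.13 in pit cells, and the unfolded protein response list in neck cells was at -0.082, and the regulon and the immediate-early list in pit cells were at -0.025 and -0.030. With thinned cells the unfolded protein response list in pit cells was at 0.027.

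The log2 ratio of the share of cluster 1 was 0.92 over neck and chief cells alone (adjusted p = 0.0896; 4.5e-06 to 0.0896 over the alternatives). This denominator leaves out the pit and isthmus cells, which were less frequent in GFP+ libraries. That of cluster 0 was 0.0042 with 10 principal components. The share of the subpopulation with most 1a cells, at -0.34, was 0.24 with 20 principal components, 0.26 without stress genes, 0.24 without doublets and 0.68 with the labels carried from the supplement by 15 neighbours and 20 components. With other forms of carrying the labels it was 0.50, 0.77 and 0.82, and with genes ranked by variance 0.82, 0.93, 0.81 and 1.17, none past the threshold. A clustering into 3 subpopulations could not be had, since the resolutions tried gave 4. The percent of cluster 1 cells with a UMI of Mki67 or Top2a, 1.28% in Epcam+ and 0.39% in GFP+ libraries, was 7.16% and 3.95% without thinning and 10.4% and 11.0% with at least 2 UMIs of the proliferation list, which counts genes that are not specific to division.

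Of single genes in cluster 1, turned log2 fold changes were those of Bmi1 at -0.023, Clps at 0.12, Furin at 0.075, Cblif at 0.037, Chga at -0.39, Cel at -0.40, Insig1 at -0.30, Gapdh at -0.043, B2m at 0.061 and Ghrl at -0.28 with 30 principal components. With clusters 1 and 5 pooled they were Clps at 0.12, Furin at 0.051, Cblif at 0.012, Insig1 at -0.11, Gapdh at -0.050 and B2m at 0.027. Limma gave Trib3 at -0.00089, Nupr1 at -0.081, Hsf1 at 0.0057, Bmi1 at -0.0057, Pla2g1b at -0.036, Map1lc3b at -0.024, Insig1 at -0.0083, Gapdh at -0.017 and Rplp1 at -0.045. Without TMM factors these were Nupr1 at -0.00093, Bmi1 at -0.039, Pla2g1b at -0.023, Map1lc3b at -0.044, Insig1 at -0.024, Gapdh at -0.046 and Rplp1 at -0.039. The ratio over cells gave Hsf1 at 0.0086, Bmi1 at -0.0056, Pla2g1b at -0.023, Furin at 0.040, Map1lc3b at -0.014, Insig1 at -0.027, Gapdh at -0.029 and Rplp1 at -0.051. Thinning gave Atf2 at 0.082, Pcna at 0.11 and Aldoa at 0.042. The 10 principal components gave Insig1 at -0.031 and Gapdh at -0.0081, and 12 clusters sought Clps at 0.00067 and Insig1 at -0.0075. Genes of at least 50 CPM gave Map1lc3b at -0.00018 and Gapdh at -0.0092, upper-quartile factors Map1lc3b at -0.0025 and Gapdh at -0.012, and DESeq2 Bmi1 at -0.0013. None of these values passed the threshold where it was tested.

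Leaving out a library leaves 1 library in a sort, which is then assumed to vary like the other sort. Higher and lower genes ran from 3 to 69 and from 9 to 11 in cluster 1, from 2 to 190 and from 5 to 85 in neck cells, from 71 to 101 and from 31 to 62 in pit cells, from 1 to 103 and from 10 to 151 in cluster 5, and from 3 to 47 and from 8 to 86 in endocrine cells. In cluster 1 the list medians ran from 0.15 to 0.54 for the regulon, 0.17 to 0.94 for the chaperone genes, -0.021 to 0.0073 for the unfolded protein response and -0.021 to 0.24 for the integrated stress response, the lowest without GFP+ 2 in all but the unfolded protein response. In pit cells they ran from -0.19 to 0.31, -0.27 to 0.18 and -0.23 to 0.052 for the first 3 lists, -0.12 to 0.037 for heat shock and -0.035 to 0.19 for immediate-early genes. In neck cells the unfolded protein response ran from -0.028 to 0.077, and in cluster 5 the integrated stress response from -0.071 to 0.26. In endocrine cells the regulon ran from 0.022 to 0.20, heat shock from -0.00027 to 0.11 and the integrated stress response from -0.084 to 0.062. The share of cluster 1 ran from 1.16 to 2.06 and the regulon of cluster 1 over other types from 1.27 to 1.55. Tnfrsf19 in cluster 5 over cluster 1 ran from -0.022 to 0.42, and Bmi1 over the isthmus from -0.20 to 0.10 in cluster 1 and -0.24 to 0.16 in cluster 5.

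The lowest and highest log2 fold changes in cluster 1 were, for genes the paper names that turned, Trib3 -0.63 and 0.43, Nupr1 -0.022 and 0.13, Hsf1 -0.27 and 0.026, Bhlha15 -0.013 and 0.45, Cdkn1c -0.027 and 0.34, Bmi1 -0.19 and 0.18, Try4 -0.70 and 0.16, Pla2g1b -0.00050 and 0.074, Clps -0.034 and 0.024, Furin -0.15 and 0.058, Cblif -0.20 and 0.057, and Pcna -0.36 and 0.14. Among list members they were Herpud1 -0.088 and 0.22, Hspa5 -0.021 and 0.37, Ubb -0.016 and 0.29, Txnip -0.37 and 0.0025, Map1lc3b -0.16 and 0.17, Insig1 -0.096 and 0.18, Gapdh -0.18 and 0.22, Aldoa -0.20 and 0.19, B2m -0.20 and 0.17, mt-Co3 -0.18 and 0.014, mt-Atp6 -0.17 and 0.023, and Rplp1 -0.040 and 0.079. For markers of other cell types they were Tff2 -1.67 and 0.59, Gkn3 -1.02 and 2.40, Atp4a -0.55 and 0.27, Kcne2 -0.51 and 0.055, Esam -0.038 and 1.06, and Dcn -1.18 and 0.092.

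Depth limits single cells more than sums. The cluster 1 sums hold 21808381 UMIs or more per library, whereas shares of cells with a UMI change with thinning, as those of Mki67 or Top2a do. With 2 libraries per sort, changes under a factor of 2 would be missed for many genes, as 28.8% of those changed by a factor of 1.5 were called in simulated counts.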

Differences from the paper's values

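The labels carried from the supplement and the scaling between subpopulations were tested only after the results were seen, and the rule that matches rebuilt subpopulations to the paper's, by the largest number of labeled cells, was set after the labels were seen. A value is taken to differ from the paper's where the larger of the 2 is more than 1.5 times the smaller. The paper counts 279 cells in subpopulation 1a, and the rebuilt subpopulation that holds most of the labeled 1a cells has 462. Of the alternatives set before the data were examined, 20 principal components (342 cells), 5 subpopulations (302), clustering without stress genes (332) and leaving out doublets (321) do not differ from the paper's value by this measure, so that no alternative of that kind does. With the labels carried to all cluster 1 cells, chosen after seeing the values, 1a has 304 cells (237 to 330 over 8 forms of carrying them), and none of the paper's 4 subpopulations is lost. The paper counts 181 cells in 1c, and most of the labeled 1c cells fall in the same rebuilt subpopulation of 462. For 1c all alternatives set before the data were examined still differ, at 349 cells with 20 principal components, 302 with 5 subpopulations, 364 without stress genes and 376 without doublets. With the labels carried to all cluster 1 cells, chosen after seeing the values, 1c has 146 cells (146 to 210 over these forms). Some alternatives lose values that do not differ otherwise. The paper counts 176 cells in 1d, and the rebuilt subpopulation has 120, but 110 with 20 principal components and 112 without doublets. For 1c the paper's ratio of shares is about 0.58 in Fig. 4c, read by eye, and that of the rebuilt subpopulation is 0.821, but 0.967 with 5 subpopulations. For cluster 0 the paper's ratio is about 0.76, and with 12 clusters sought it is 0.450. For cluster 5 the paper's ratio is about 2.3, and it is 0.931 with 30 principal components, 1.01 with 10 and 0.945 without stress genes.

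The paper's ratio of the share of 1a among GFP+ cluster 1 cells to that among Epcam+ ones is about 2.0 in Fig. 4c, read by eye, and in the rebuilt subpopulation, which also holds the 1c cells and so is wider than the paper's group, it is 0.821. Clustering without stress genes, set before the data were examined, gives 1.34 and lies just inside this bound, whereas 20 principal components (1.32), 5 subpopulations (0.967) and leaving out doublets (1.32), set at the same time, lie outside it, although 1.34 and 1.32 are close. With the carried labels, chosen after seeing the values, the ratio is 1.74 (1.53 to 2.58 over the 8 forms), and none of the paper's 4 subpopulations is lost.

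The paper's tests between sorts took cells as replicates, and the tests here took libraries. The paper shows the genes of its Atf4 regulon and its protein folding network as raised in GFP+ cells of cluster 1. All 10 and all 9 of them had a fold change above 0 here, so the direction matches, but 0 of the 19 passed an adjusted p under 0.05 in edgeR or in DESeq2. In edgeR without a filter on low counts, set before the data were examined, 14 of the 19 passed, which were Atf3, Chac1, Ddit3, Ddit4, Cebpb and the 9 folding genes. The prior degrees of freedom of that fit were infinite, against 7.34 with the filter, and the log2 fold change of Atf3 was 0.77 with the filter. With the replicate number as a block 15 passed, the same 14 and Vegfa. Without GFP+ 1, Atf3, Chac1, Ddit3 and 8 of the 9 folding genes passed, Hspa8 being the exception. Without Epcam+ 1, Cebpb and Hspa1b passed, and without GFP+ 2 Hspa1b alone. For Atf3 the adjusted p was 4.8e-14 without a filter (log2 fold change 0.76) and 0.00804 without GFP+ 1, and over the alternatives it ran up to 1.0. Asns, Mcl1, Trib3 and Nupr1 passed under no alternative run.

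The paper reports the unfolded protein response signature as high in GFP+ cells, while the list used here, which is not the paper's gene set, had a median log2 fold change of -0.0056 in cluster 1. It was higher in GFP+ cells of cluster 5, at 0.23 (camera, adjusted p = 0.00092 with the preset correlation; adjusted p = 0.582 with an estimated correlation), and it passed the threshold with clusters 1 and 5 pooled (0.096, adjusted p = 0.0344) and with 30 principal components (0.094, adjusted p = 0.0358), both set before the data were examined, where the adjusted p over the alternatives ran from 0.0344 to 0.979.

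The paper places the stem cell markers Lgr5 and Troy in cluster 5. Lgr5 was higher there than in cluster 1, while Tnfrsf19 (Troy) had a log2 difference of 0.28 (adjusted p = 0.246). Without TMM factors, set before the data were examined, that of Tnfrsf19 was 1.97 (adjusted p = 2.4e-10). Within cluster 1, the paper describes Cdkn1c, Gper1 and Bhlha15 as evenly expressed among the subpopulations. With the authors' labels this holds for Gper1 (0.036 in 1a, adjusted p = 0.940), whereas Cdkn1c was lower in 1d (-1.20, and -0.85 without TMM factors) and Bhlha15 was higher in 1d (0.53, adjusted p = 0.0342). In 1b Cdkn1c had a log2 difference of 0.63, which was 0.34 without TMM factors, at a CPM near those of 1a and 1c. Neither differed in 1a, at 0.25 and 0.026. The paper describes Lgr5 as hardly detectable in any of them. At 4.72 CPM over cluster 1 before TMM normalization it was low here too, but it was higher in 1d (1.58, adjusted p = 0.00018). The paper describes Pla2g1b, Clps and Tmed6 as present in all subpopulations, and they were abundant in each here, but Clps was lower in 1d (-0.57, and -0.22 without TMM factors). The settings without TMM factors between subpopulations were chosen after seeing the values.

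Of the 5 heat shock genes that the paper draws as raised in 1a, Hsp90aa1, Dnajb1 and Hspa8 were higher there with the authors' labels, and Hspe1 (0.26) and Hspa1a (-0.12) did not pass. With the carried labels, chosen after seeing the values, Hspe1 passed as well (0.73), and none of the other 3 was lost. Hspa1a passed with neither set of labels.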

Other observations

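The tests of how the UMIs of 2210010C04Rik, Chga and Gast lie over single cells, those of the list medians without TMM factors beyond the stress lists, and the repeat without doublets in cluster 5, were chosen after the results were seen. The trypsin-like gene 2210010C04Rik, which fell in GFP+ chief cells of cluster 1, was there a gene of a minority of cells. It had a UMI in 12.5% and 16.0% of cluster 1 cells in the Epcam+ libraries and in 8.97% and 11.7% in the GFP+ libraries. Its UMIs numbered 885 and 1417 in Epcam+ 1 and Epcam+ 2 and 195 and 356 in GFP+ 1 and GFP+ 2. Across cell types it was highest in cluster 1, at a mean of 26.4 CPM, against 4.02 CPM in cluster 5 and 3.60 CPM in neck cells. Its log2 fold change ran from -2.42 to -0.10 over the alternatives (adjusted p from 1.2e-68 to 0.101) and passed the threshold in 15 of 16. The paper does not report it.

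In cluster 5, the chief cells that the paper marks by Lgr5 and Troy, the small heat shock protein gene Hspb1 was at 34.2 and 58.5 CPM in the Epcam+ and 125 and 173 CPM in the GFP+ libraries (log2 fold change 1.68, adjusted p = 0.00642). Plk2 was at 44.8 and 37.5 CPM in the Epcam+ and 105 and 71.6 CPM in the GFP+ libraries (log2 fold change 1.12, adjusted p = 0.0411). Id3, an inhibitor of differentiation, was at 149 and 137 CPM in the Epcam+ and 60.3 and 67.1 CPM in the GFP+ libraries (log2 fold change -1.17, adjusted p = 0.00642). Hmgcs1 of cholesterol synthesis had a log2 fold change of -1.10 (adjusted p = 0.0432), lower in 2 of 2 GFP+ libraries. None of the 4 genes kept its call without Epcam+ 1, at 1.34 for Hspb1, 1.26 for Plk2, -1.10 for Id3 and -0.78 for Hmgcs1, and Plk2 also lost it without Epcam+ 2 (0.99). Scrublet called 37 of the 278 cells of cluster 5 doublets (13.3%), and without them none of the 4 genes was called, at 1.43 for Hspb1, 0.97 for Plk2, -0.63 for Id3 and -0.45 for Hmgcs1. Genes specific to pit cells were lower in cluster 5 by a median of -1.68, and by -1.17 without doublets. Proliferation genes were lower by a median of -1.04 with 0 of 21 higher (camera, adjusted p = 9.5e-09 with the preset correlation; adjusted p = 0.582 with an estimated correlation), cholesterol synthesis by -0.37 (adjusted p = 0.00186; adjusted p = 0.582 with an estimated correlation). The protein folding genes of Fig. 3b were higher by 0.69 with 9 of 9 above 0 (adjusted p = 5.4e-06; adjusted p = 0.582 with an estimated correlation), in a list that the study picked from these libraries. Without doublets the medians were -0.30 for proliferation with 4 of 16 higher and -0.13 for cholesterol synthesis, neither past the threshold, and 0.57 for folding, still past it with the preset correlation and not with an estimated one.

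In pit cells the proliferation list was lower in GFP+ libraries, by a median log2 fold change of -0.63 with 2 of 23 genes higher (camera, adjusted p = 9.8e-08 with the preset correlation; adjusted p = 0.860 with an estimated correlation). Isthmus markers, all members of that list, were lower in the same cells by -0.33 with 2 of 9 higher (adjusted p = 0.00464; adjusted p = 0.860 with an estimated correlation), and isthmus clusters 3 and 4 were rarer in the GFP+ libraries by log2 ratios of -2.15 and -2.32. Cholesterol synthesis was higher in pit cells by 0.46, with 16 of 18 genes above 0 (adjusted p = 2.5e-05; adjusted p = 0.860 with an estimated correlation), and pit cell markers by 0.77 (adjusted p = 0.00115; adjusted p = 0.860 with an estimated correlation). In neck cells the chief cell secretory products were higher by 0.65, with 13 of 14 genes above 0 (adjusted p = 8.9e-07; adjusted p = 0.483 with an estimated correlation). In endocrine cells they were lower, by -0.62 with 2 of 15 above 0 (adjusted p = 0.000783; adjusted p = 0.467 with an estimated correlation). In pit cells without doublets the chief cell secretory products were at 1.18 with 8 of 12 above 0, not past the threshold (camera, adjusted p = 0.246 with the preset correlation). Free RNA of chief cells was not tested as a source of these values.

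Lars2, higher in GFP+ chief cells of cluster 1, was also called higher in neck cells, by 0.88 (adjusted p = 0.0318), in 2 of 2 GFP+ libraries, and it lost this call without either Epcam+ library. Some endocrine signals rest on single cells. In cluster 1, 1 cell held 77.6% of the Chga UMIs in GFP+ 1 and 82.6% in GFP+ 2, and in endocrine cells 1 cell held all 2731 Gast UMIs of GFP+ 1 and 1 cell 99.8% of the 597 of GFP+ 2.

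Markers of other cell types differed between the sorts in cluster 1. Pit markers were lower by a median log2 fold change of -1.26 (camera, adjusted p = 0.000327 with the preset correlation; adjusted p = 0.523 with an estimated correlation), with 2 of 6 genes lower in edgeR over all genes tested and 4 adjusted over the list alone. Of these, Psca is expressed by chief cells too, at a mean of 4512 CPM. Isthmus markers were lower by -0.60 with 0 of 6 genes above 0 (adjusted p = 0.00143; adjusted p = 0.523 with an estimated correlation), of which 0 genes passed over all genes tested in edgeR and 2 adjusted over the list alone. Endocrine markers were higher by 0.82 with 6 of 8 genes above 0 (adjusted p = 0.00143; adjusted p = 0.660 with an estimated correlation), of which 3 passed adjusted over the list alone, and without Epcam+ 1 the adjusted p was 0.164 at a median of 0.95. Neck markers were at -0.73 (adjusted p = 0.284) and parietal markers at -0.16 (adjusted p = 0.604). The 1 measured endothelial gene was at 0.46 (adjusted p = 0.527) and the 1 measured fibroblast gene at -0.53 (adjusted p = 0.451). With a library left out, parietal markers ran from -0.39 (without GFP+ 1) to 0.16 (without GFP+ 2). The endothelial gene ran from -0.038 (without Epcam+ 2) to 1.06 (without Epcam+ 1), and neck markers turned to 0.39 without Epcam+ 1. Without Epcam+ 2 the neck markers were at -1.38 (adjusted p = 0.00218) and without GFP+ 1 at -1.29 (adjusted p = 0.0482), while the fibroblast gene without GFP+ 1 was at -1.18 (adjusted p = 0.0246). No tuft, squamous, immune or red blood cell marker passed the filter on counts in cluster 1, and the sort and the cell filter remove cells with Ptprc or Pecam1.

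Of general cell functions in cluster 1, the mitochondrially encoded genes were higher by a median log2 fold change of 0.23, with 11 of 13 above 0 (camera, adjusted p = 0.00209 with the preset correlation; adjusted p = 0.660 with an estimated correlation). Of these 1 passed over all genes tested and 4 adjusted over the list alone, and the list lost its call without Epcam+ 1 (0.18) or GFP+ 2 (0.13). Ribosomal protein genes had a median of 0.052 with 52 of 81 above 0 (adjusted p = 0.0172; adjusted p = 0.523 with an estimated correlation), which turned to -0.0095 without TMM factors, and 15 passed adjusted over the list alone. With any 1 library left out the ribosomal list did not pass, at adjusted p = 0.0581 without Epcam+ 1, 0.108 without Epcam+ 2, 0.0995 without GFP+ 1 and 0.0848 without GFP+ 2. Metaplasia and paligenosis genes had a median of 0.30 (adjusted p = 0.593), and 1 passed adjusted over the list alone. The direction of this median depended on the libraries. It was 0.37 without Epcam+ 1, -0.080 without Epcam+ 2, -0.19 without GFP+ 1 and 0.0020 without GFP+ 2. Medians were 0.027 for autophagy and lysosome genes (adjusted p = 0.427), 0.020 for cholesterol synthesis (adjusted p = 0.989) and 0.023 for hypoxia and glycolysis (adjusted p = 0.307), which turned to -0.036, -0.041 and -0.039 without TMM factors. Interferon response genes were at -0.087 (adjusted p = 0.527). The hypoxia and glycolysis list passed without Epcam+ 1 (0.22, adjusted p = 0.0274) and the interferon list too (-0.23, adjusted p = 0.0104).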
